# A murine model lacking *Lyst* recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype

**DOI:** 10.1038/s42003-025-08482-1

**Published:** 2025-07-18

**Authors:** Sunny Greene, Mackenzie L. Talbert, F. Graeme Frost, Patricia M. Zerfas, Danielle Springer, Audrey Noguchi, Marie Morimoto, Dawn Maynard, Lisa Garrett, Gene Elliot, Maria Traver, David Yarnell, Petcharat Leoyklang, John D. Burke, Elena-Raluca Nicoli, William A. Gahl, Wendy J. Introne, May Christine V. Malicdan

**Keywords:** Neurodegeneration, Mechanisms of disease, Animal disease models

## Abstract

Chediak-Higashi syndrome (CHS) is a rare, autosomal recessive disorder caused by pathogenic variants in the lysosomal trafficking regulator (*LYST*) gene and characterized by significant immunological and neurological impairment. Current mouse models do not replicate the early-onset neurological symptoms of patients. We develop and characterize a CHS model lacking the *Lyst* gene (ΔLYST-B6) using CRISPR-Cas9. The ΔLYST-B6 mouse exhibits key CHS features, including partial oculocutaneous albinism, prolonged bleeding, and enlarged intracellular granules. Molecular analyses confirm LYST deficiency, with reduced Lyst mRNA and protein levels across various tissues. Histological examination reveals progressive cerebellar Purkinje cell loss and axonal degeneration in peripheral nerves. Importantly, the ΔLYST-B6 show significant neurological impairment by 6 months of age. Lipidomic and transcriptomic analyses highlight increased proinflammatory lipid levels and immune signaling, suggesting neuroinflammation in CHS pathology. The ΔLYST-B6 mouse provides a valuable tool for studying the underlying mechanisms of CHS-associated neurodegeneration and for developing potential therapeutic strategies.

## Abstract (web summary)

A Lyst knockout mouse model of Chediak-Higashi Syndrome recapitulates human neurological disease, providing new insights into its neuropathophysiology and a robust platform for therapeutic development.

## Introduction

Chediak-Higashi syndrome (CHS, OMIM: 214500) is a rare, autosomal recessive disease with congenital immunodeficiency, bleeding diathesis, partial oculocutaneous albinism, and progressive neurologic impairment that include intellectual disability, parkinsonism, ataxia, and sensorimotor neuropathies^1–3^. The age of onset and the severity of the clinical presentation vary considerably. While allogeneic bone marrow or hematopoietic stem cell transplantation is a curative treatment for the immunodeficiency, the central and peripheral neurological deterioration is a consistent manifestation for all patients with no effective therapies^4^. Bi-allelic pathogenic loss-of-function variants in the lysosomal trafficking regulator (*LYST*) gene, which encodes a 429-kDa protein, have been identified as the cause of CHS^5–7^. Despite the recognition of *LYST* variants as the cause of CHS nearly three decades ago, the precise function of LYST and how its impairment cause CHS remain unknown. This knowledge gap is likely due to several factors, including the absence of an animal model that recapitulates all aspects of CHS.

Current mouse models used to study CHS recapitulate several aspects of CHS but notably lack a robust neurological phenotype (Table 1). The most utilized model, the *Lyst*^*bg-J*^ or the *beige* mouse, has a well characterized immunodeficiency^8,9^, but only displays a subtle behavioral phenotype at 12 months old and Purkinje cell loss late in life^10^. The *Lyst*^*bg-J*^ allele backcrossed onto the DBA/2J background (D2.*Lyst*) accelerated the severity of the neurological phenotype to some degree but only at 12 months of age^10,11^. Another model, the *Lyst*^*Ing3618*^ (Granny mouse) with a missense mutation in a highly conserved region of the *Lyst* WD40 protein domain^12^, presents with only a moderate neurological phenotype including Purkinje cell loss and peripheral neuropathy at 12 months.

**Table 1:** Phenotypic comparison of the ΔLYST allele on the C57BL/6J and DBA/2J backgrounds, *beige* allele on the C57BL/6J and DBA/2J backgrounds, and Lyst^Ing3618^ allele on the C57BL/6J background

Phenotype	*Lyst*^*bg-J*^ C57BL/6 J	*Lyst*^*bg-J*^ DBA/2 J	*Lyst*^*Ing3618*^ C57BL/6 J	ΔLYST-B6 C57BL/6 J	ΔLYST-DBA DBA/2 J
Partial albinism	✓	✓	✓	✓	✓
Ophthalmic phenotype (retina or iris)^a^	✓	✓	×	✓	Not tested
Hematological phenotype	✓	Not tested	✓	✓	Not tested
Immunological phenotype	✓	Not tested	×	Not tested	Not tested
Onset of neurological phenotype	>12 months (by CPSS)	>12 months (by CPSS)	12 months (by coat hanger and stationary beam test)	6 months (by composite ataxia score)	3 months (by composite ataxia score)
Onset of significant Purkinje cell loss	17-20 months	17–20 months	12 months^1^	18 months	Not tested
Onset of significant peripheral neuropathy	Not tested	Not tested	12 months	3 months	Not tested
Reference	Hedberg-Buenz et al.^10^	Hedberg-Buenz et al.^10^, Tantrow et al. 2010	Rudelius et al.^12^	This study	This study

✓ present, × absent, *CPSS* composite phenotypic scoring system for mouse models of cerebellar ataxia (Guyenet et al. 2010); ^1^Intracytoplasmic inclusions were observed by histological analysis starting at 5 months in the homozygous mutant mice. ^a^Note, most studies focused on characterizing the retina, except in Tantrow et al, where the study focused on the iris.

To fill this gap, we generated a knockout mouse model (ΔLYST-B6) using CRISPR-Cas9 gene editing. Molecular, phenotypic, behavioral, and histological characterization identified significant neurological impairment in the ΔLYST-B6 model that better reflects the CHS-associated neurodegeneration. Lipidomic and transcriptomic analyses of the brain identified increased abundance of proinflammatory lipids and enrichment of immune signaling pathways.

This comprehensive characterization of this mouse model indicates that the ΔLYST-B6 recapitulates the features of the disease with a robust neurological phenotype and guides our understanding of the pathophysiology of CHS. Moreover, this ΔLYST-B6 model could be suitable for expanding approved therapeutic approaches for CHS patients to include treatments targeting neurological manifestations of the disorder in addition to the complex immunodeficiency and albinism phenotype.

## Results

### Generation and molecular validation of LYST-deficient mice

The murine *Lyst* gene contains 53 exons and shares a high homology to the human *LYST* gene, with 85% protein similarity^13^. We utilized two single CRISPR/Cas9 guide RNA sites targeting exons 4 and 53 of *Lyst* to delete a 149 kb segment (Fig. 1a, chr13:13,630,083_13,778,965del) (official name: C57BL/6J-*Lyst* ^*em1Mldn/Mldn*^)Animal genotyping by multiplex PCR demonstrated a 447 bp band in WT mice, a 642 bp band in ΔLYST-B6 mice, and both bands in heterozygous mice (Fig. 1b, Supplementary Table 1b).

**Fig. 1:**
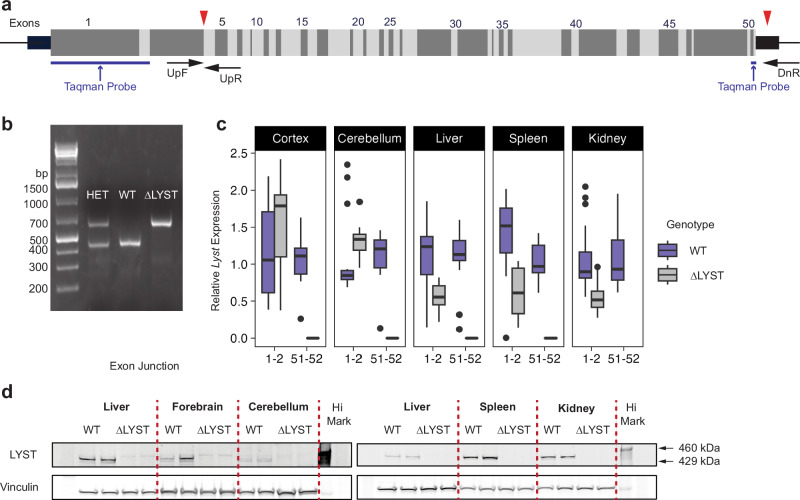
Generation and molecular validation of a mouse model lacking *Lyst.* **a** Diagram of exons 1-53 of murine *Lyst* and location of the two sgRNA target sites for CRISPR/Cas9 gene editing at exon 4 and exon 53 (red arrowheads). The thick left black bar represents the 5’ UTR, and the thick right black bar represents the 3’ UTR. Target sites of the genotyping primers are represented by black arrows. Locations of TaqMan probes spanning exon-exon boundaries 1-2 and 52-53 for qPCR analysis are represented by blue bars. **b** Representative image of a 1.5% agarose gel showing PCR genotyping fragment sizes for heterozygous, WT, and ΔLYST-B6 mice. The small 447-bp band represents the WT allele, while the larger 642-bp band represents the mutant allele. **c** Relative *Lyst* mRNA expression quantified by qPCR in the forebrain, cerebellum, liver, spleen, and kidney by targeting exons 1-2, before the CRISPR cut site, and 52-53, after the CRISPR cut site (*n* = 2). Student’s two-sample t-test: *P < 0.05, **P < 0.01, ***P < 0.001. **d** LYST protein levels detected by western blot in forebrain, cerebellum, liver, spleen, and kidney of WT and ΔLYST-B6 mice (*n* = 2). Vinculin was used as a loading control. DnR downstream reverse primer, UpF upstream forward primer, UpR upstream reverse primer, Het heterozygous, WT wild-type, ΔLYST *Lyst* homozygous knockout (C57BL/6J background).

Quantitative PCR revealed the absence of *Lyst* mRNA using a TaqMan assay amplifying exons 52-53 boundary in all ΔLYST-B6 tissues tested (Fig. 1c). *Lyst* mRNA expression at the exons 1-2 boundary, upstream of the CRISPR-Cas9 deleted region, showed comparable expression between WT and ΔLYST-B6 in forebrain and cerebellum (Fig. 1c, *P* ≥ 0.046, α = 0.005), but were reduced in liver, spleen, and kidney (Fig. 1c, *P* ≤ 8.42 × 10^-5^). LYST protein was undetectable in all ΔLYST-B6 tissues tested and MEFs (Fig. 1d, Supplementary Fig. 1). These results confirm that the ΔLYST-B6 is a global loss-of-function model with reduced *Lyst* mRNA and LYST protein across various tissues.

### Phenotypic characterization of the ΔLYST-B6 mouse model

ΔLYST-B6 mice phenotypically present with a grey coat and lighter skin compared to the black coat and darker skin of WT mice, becoming evident two weeks after birth (Fig. 2a). Histological analysis of the whole eyeball revealed altered pigmentation in the retinal pigment epithelium (RPE) and choroid of the ΔLYST-B6 mouse retina (Fig. 2b).

**Fig. 2:**
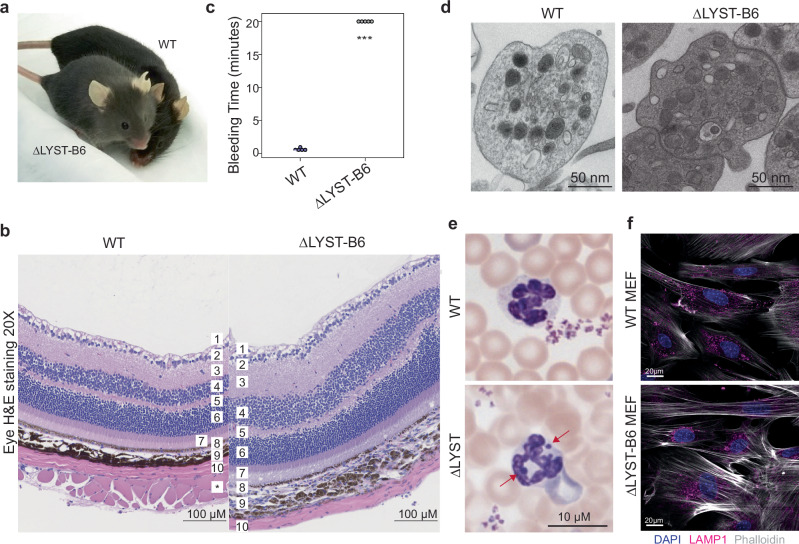
Phenotypic characterization of the ΔLYST-B6 mouse model. **a** ΔLYST-B6 mouse next to a WT control showing a lighter coat and skin color. **b** Representative H&E staining of the retina showing decreased pigmentation in the retinal pigmented epithelium in ΔLYST-B6 mice. 1. Nerve, 2. Ganglion cells, 3. Inner plexiform layer, 4. Inner nuclear layer, 5. Outer plexiform layer, 6. Outer nuclear layer, 7. Rods and cones, 8. Retinal Pigmented epithelium, 9. Choroid, 10. Sclera. In WT, * refers to an additional layer of muscle, which is oriented cross-sectionally. **c** Bleeding assay was performed on three-month old male mice under anesthesia by tail tip transection, immersing the tail in saline at 37 °C, continuously monitoring bleeding patterns and timing the bleed duration. All mutant mice (*n* = 5) had a bleeding defect when compared to wild-type mice (*n* = 5). Student’s two-sample t-test: ***P < 0.001. **d** Whole-mount electron microscopy image of WT and ΔLYST-B6 platelets. A reduction of platelet dense granules can be seen in the ΔLYST-B6 platelet image. **e** Representative neutrophil in WT and ΔLYST-B6 peripheral blood smear. Large perinuclear granules (arrows) seen in ΔLYST-B6 cells resemble those seen in CHS patients. **f** Immunofluorescent staining of LAMP1 (lysosomes) and fluorescent staining using phalloidin (actin/cell boundaries) and DAPI (nuclei) of WT and ΔLYST-B6 mouse embryonic fibroblasts. ΔLYST-B6 mice exhibit the characteristic feature of enlarged lysosomes clustered around the nucleus, confirming the CHS phenotype. WT, wild-type; ΔLYST-B6, *Lyst* homozygous knockout (C57BL/6J background).

ΔLYST-B6 mice exhibited prolonged bleeding time following tail tip transection. While bleeding stopped at an average of 34.4 seconds in the WT mice, ΔLYST-B6 mice bled continuously for 20 min (*P* = 7.60 × 10^−^^9^, Fig. 2c). Whole-mount platelet electron microscopy revealed a reduction of dense granules of ΔLYST-B6 mice (Fig. 2d). Peripheral blood smears showed enlarged granules within polymorphonuclear leukocytes (PMNs) and monocytes (Fig. 2e), a diagnostic feature of CHS. Immunofluorescence with the lysosomal marker Lamp1 in MEFs from ΔLYST-B6 mice depicted enlarged, perinuclear lysosomes, characteristic of CHS (Fig. 2f).

Significant motor behavioral differences were detected in ΔLYST-B6 mice starting at 6 months (Fig. 3a, *P* = 3.09 × 10^−2^). Neurological symptoms, such as a stiff tail and wobbling on hind legs appeared at 12 months. ΔLYST-B6 mice scored higher on a composite ataxia phenotype score, assessing coordination, motor impairment, kyphosis, and gait, compared to WT mice from 6 to 18 months (Fig. 3a, *P* ≤ 3.09 × 10^−2^).

**Fig. 3:**
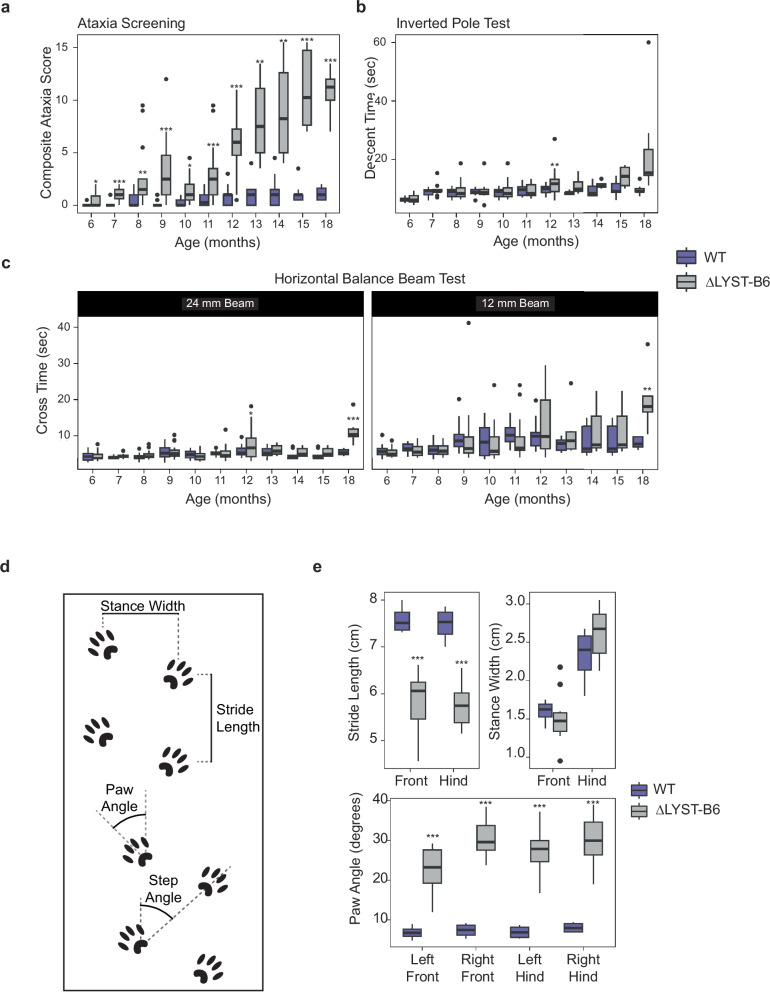
Neurobehavioral analyses of the ΔLYST-B6 mouse model. **a** Average cumulative composite ataxia scores from ataxia screening of WT and ΔLYST-B6 mice from the age of 6 to 18 months. 6 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), n = 17 WT (9 male, 8 female); 7 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 17 WT (9 male, 8 female); 8 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 16 WT (9 male, 7 female); 9 mo: *n* = 26 ΔLYST-B6 (9 male, 17 female), *n* = 18 WT (5 male, 13 female); 10 mo: *n* = 11 ΔLYST-B6 (female only), *n* = 7 WT (female only); 11 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 16 WT (9 male, 7 female); 12 mo: *n* = 31 ΔLYST-B6 (11 male, 20 female), *n* = 31 WT (17 male, 14 female), Heterozygous *n* = 3 (1 male, 2 female); 13-15 mo: *n* = 6 ΔLYST-B6 (male only), *n* = 9 WT (male only); 18 mo: *n* = 7 ΔLYST-B6 (3 male, 4 female), *n* = 7 WT (female only). **b** Average descent times from the inverted pole test of WT and ΔLYST-B6 mice from the age of 6 to 18 months. 6 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 19 WT (9 male, 10 female); 7 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 19 WT (9 male, 810 female); 8 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 19 WT (9 male, 10 female); 9 mo: *n* = 14 ΔLYST-B6 (9 male, 5 female), *n* = 11 WT (5 male, 6 female); 10 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 19 WT (9 male, 10 female); 11 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 18 WT (9 male, 9 female); 12 mo: *n* = 31 ΔLYST-B6 (11 male, 20 female), *n* = 32 WT (17 male, 15 female), *n* = 3 Heterozygous (1 male, 2 female); 13 mo: *n* = 6 ΔLYST-B6 (male only), *n* = 9 WT (male only); 14-15 mo: *n* = 4 ΔLYST-B6 (male only), *n* = 9 WT (male only); 18 mo: *n* = 7 ΔLYST-B6 (3 male, 4 female), *n* = 7 WT (female only). **c** Average cross time of 24-mm beam and 12-mm beam from the horizontal balance beam test of WT and ΔLYST-B6 mice from the age of 6 to 18 months. 6 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 18 WT (9 male, 9 female); 7 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 18 WT (9 male, 9 female); 8 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 18 WT (9 male, 9 female); 9 mo: *n* = 25 ΔLYST-B6 (9 male, 16 female), *n* = 29 WT (14 male, 15 female); 10 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 17 WT (9 male, 8 female); 11 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 17 WT (9 male, 8 female); 12 mo: *n* = 31 ΔLYST-B6 (11 male, 20 female), *n* = 31 WT (17 male, 14 female), *n* = 3 Heterozygous (1 male, 2 female); 13-15 mo: *n* = 6 ΔLYST-B6 (male only), *n* = 9 WT (male only); 18 mo: *n* = 7 ΔLYST-B6 (3 male, 4 female), *n* = 7 WT (female only). Inkblot gait analysis measurements (**d**) and average stride length, stance width, and paw angle (**e**) from inkblot gait analysis of WT and ΔLYST-B6 mice at the age of 12 months. *n* = 10 ΔLYST-B6 (3 male, 7 female), n = 4 WT (2 male, 2, female). Student’s two-sample *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001. WT, wild-type; ΔLYST-B6, *Lyst* homozygous knockout (C57BL/6 J background).

Balance and coordination were further investigated using the vertical (inverted) pole test, which assesses basal ganglia-related movement disorders^14–16^. ΔLYST-B6 mice had a longer turnaround time at 9, 12, and 18 months (Supplementary Fig. 2a, *P* ≤ 1.43 × 10^−23^) and significantly longer descent time at 12 months (Fig. 3b, *P* = 0.01). ΔLYST-B6 exhibited difficulties descending directly, often sliding or corkscrewing down the pole, unlike WT mice.

Motor balance was also evaluated using the wide and narrow beam tests. ΔLYST-B6 mice took longer to cross both the 12-mm (Fig. 3c, *P* ≤ 3.36 × 10^−2^) and 24-mm (Fig. 3c, *P* ≤ 2.90 × 10^−2^) beam at 12 and 18 months. They also had more foot slips than WT on the 24-mm beam at 9-months (Supplementary Fig. 2b, *P* = 3.25 × 10^−2^) and on the 12-mm beam at 8, 12, and 18 months (Supplementary Fig. 2b, *P* ≤ 1.97 × 10^−2^).

Gait analysis though inkblot footprint tests (Fig. 3d) showed significantly shorter stride lengths (Fig. 3e, *P* ≤ 2.11 × 10^−4^) and out-toeing (Fig. 3e, *P* ≤ 4.82 × 10^−6^) in all four paws of ΔLYST-B6 mice compared to WT. No significant differences were observed in paw stance width or stride angle (Fig. 3e, *P* ≥ 0.585 and *P* = 0.676, respectively).

### Central and peripheral nervous system involvement in the ΔLYST-B6 mouse model

Histological and immmunohistological survey of the whole brain did not show gross morphological abnormalities in the ΔLYST-B6 mice (Supplementary Fig. 3a). Upon closer inspection, however, we observed notable alterations in the Purkinje cell layer of the cerebellum (Supplementary Fig. 3b). Immunohistochemical analysis with Calbindin-28K indicated large areas of Purkinje cell loss in 12-month-old ΔLYST-B6 mice; with extensive loss by 18 months (Fig. 4a). Quantification of Purkinje cells per mm revealed decreased median Purkinje cell density in ΔLYST-B6 at all age points. However, loss was only statistically significant at 18 months (Fig. 4b, *P* = 4.17 × 10^−7^).

**Fig. 4:**
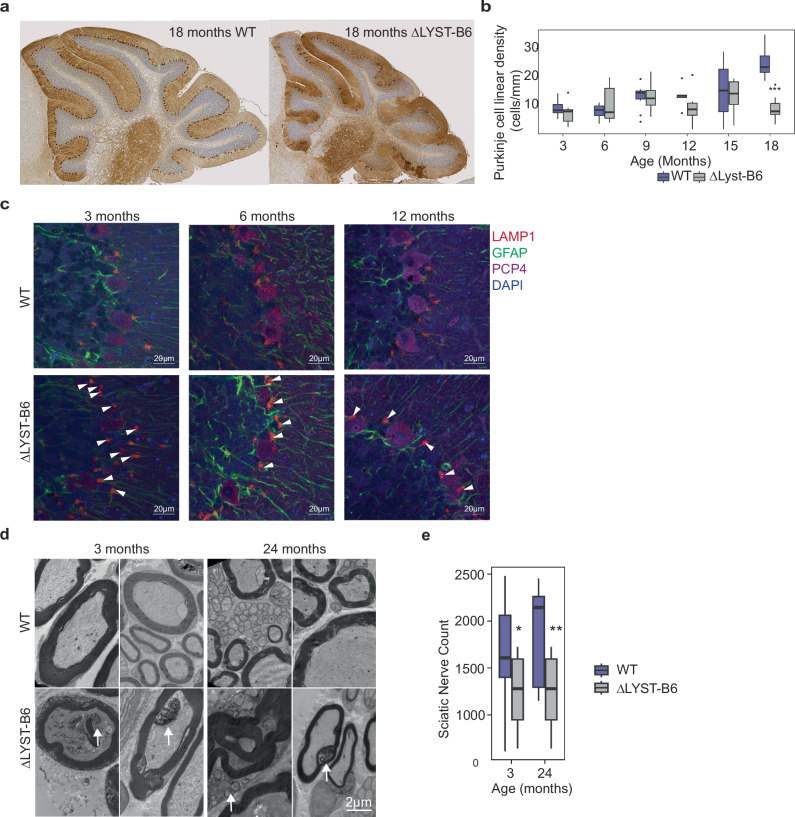
Histological, TEM, and immunofluorescent analyses of the ΔLYST-B6 forebrain, cerebellum and sciatic nerve. **a** Representative image of Calbindin-28k stained cerebellum of 18-month-old WT control and ΔLYST-B6. Purkinje cells are dark brown cells above the blue-grey granular layer. ΔLYST-B6 mice showed a large loss of the Purkinje cell layer. **b** Average linear density of Purkinje cells counted in the cerebellum per millimeter (mm) of 3-, 6-, 9-, 12-, 15-, 18-month-old mice. 3 mo: *n* = 10 ΔLYST-B6 (5 male, 5 female), *n* = 10 WT (5 male, 5 female); 6 mo: *n* = 9 ΔLYST-B6 (4 male, 5 female), *n* = 10 WT (5 male, 5 female); 9 mo: *n* = 9 ΔLYST-B6 (4 male, 5 female), n = 9 WT (4 male, 5 female), *n* = 1 Heterozygous (male); 12 mo: *n* = 8 ΔLYST-B6 (4 male, 4 female), *n* = 7 WT (5 male, 2 female), *n* = 1 Heterozygous (male); 15 mo: *n* = 6 ΔLYST-B6 (3 male, 3 female), *n* = 4 WT (female only); 18 mo: *n* = 10 ΔLYST-B6 (5 male, 5 female), *n* = 10 WT (5 male, 5 female). ANOVA analysis: *** = *P* < 0.001. **c** Immunofluorescent staining of LAMP1 (lysosomes), GFAP (glial cells), and PCP4 (Purkinje cells), and fluorescent staining using DAPI (nuclei) of WT and ΔLYST-B6 brains at 3-, 6-, and 12-months old. Perinuclear lysosomes (arrowheads) were visible in glial cells of ΔLYST-B6 mice. **d** Representative TEM images of murine sciatic nerve of WT and ΔLYST*-*B6 at 3 and 24 months of age. Myelin is dark grey surrounding neurofibrils. Apoptotic whirling (arrows) in myelin layers and accumulation of cellular debris was observed in ΔLYST-B6. Scale bar, 2 µm **e**. Average number of toluidine-blue stained sciatic nerves in 3- and 24-month WT (*n* = 2) and ΔLYST-B6 (*n* = 2) mice. Student’s two-sample *t*-test: *P < 0.05, **P < 0.01. WT, wild-type; ΔLYST-B6, *Lyst* homozygous knockout (C57BL/6J background).

Examination of lysosomal patterns in Purkinje cells and surrounding glial cells revealed no enlarged lysosomes in Purkinje cells of the ΔLYST-B6 mice. However, enlarged perinuclear lysosomes were seen in GFAP-positive cells, likely Bergmann glia, in the Purkinje cell layer,

Peripheral neuropathy was evident in ΔLYST-B6 mice, with uneven myelin decompaction of sciatic nerves at 3 months, worsening with age. By 24 months, sciatic nerves showed further degradation, apoptotic whirling, and cellular debris accumulation (Fig. 4d). Significant loss of peripheral nerve fibers was observed at 3 and 24 months ΔLYST-B6 mice (Fig. 4e, *P* ≤ 0.01) when compared to WT mice.

### Multi-omics analysis in brain regions revealed altered lipidomic and transcriptomic profiles in ΔLYST-B6 mice

Lipidomic analysis of 18-month-old mice, which can infer lysosomal metabolism^17^, showed distinct alterations in lipid profiles, especially in the cerebellum. Partial least squares discriminant analysis (PLS-DA)^18^ showed clear segregation of genotypes across all ages and brain regions (Fig. 5a, b). Hierarchical clustering of significantly altered lipids revealed no differences in positive ion lipid level analyses (Fig. 5c, d), but with clear segregation of genotypes in negative ion lipid level analyses in forebrain and cerebellum (Fig. 5e, f). In the forebrain, only negative ion lipids in the ceramide (Cer) class were consistently altered within each genotype (Fig. 5e). The significantly altered negative ion lipids in the cerebellum of ΔLYST-B6 (Fig. 5f, Supplementary Data 4a and 4b, *P* ≤ 2.75 × 10^−3^) included phosphatidylserines (PS), ceramides (Cer), biotinylated phosphatidylethanolamine (BiotynlPE), lysophosphatidylglycerol (LPG), phosphatidylcholines (PC), and phosphatidylinositol (PI) (Fig. 5f). Decreased negative ion lipids were limited to the monohexosylceramides (Hex1Cer) and dihexosylceramides (Hex2Cer) classes (Fig. 5f). The top five differential lipid classes can be found in Table 2 and the top five differential individual lipids can be found in Table 3.

**Fig. 5:**
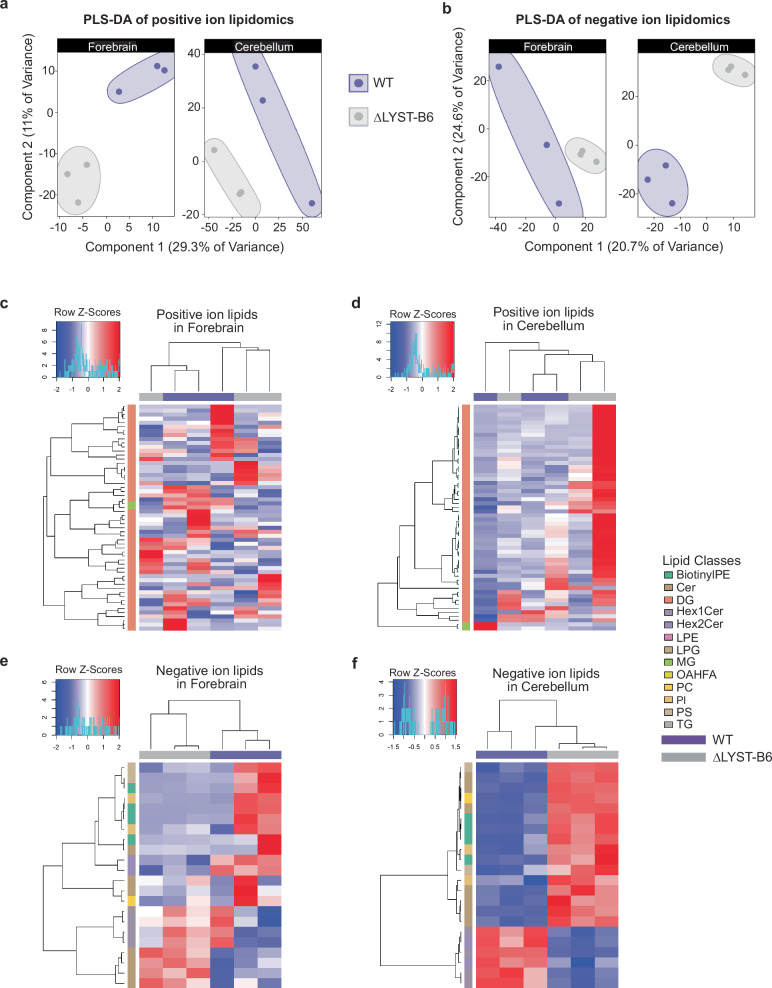
Lipidomics analysis of 18-month-old ΔLYST-B6 cerebellum and forebrain. **a** Partial least squares-discriminant analysis (PLS-DA) of variation in negative ion lipidomics in the cerebellum and forebrain of WT (*n* = 3) and ΔLYST-B6 mice (*n* = 3). **b** PLS-DA of variation in positive ion lipidomics in the cerebellum and forebrain of WT (purple) and ΔLYST-B6 (grey) mice. **c–f** Heatmaps showing expression of lipids of in the brains of ΔLYST-B6 and WT mice. Red represents of over-expression of the lipid or lipid class, while blue shows under-expression. **c** Positive ion lipids in the forebrain. **d** Positive ion lipids in the cerebellum. **e** Negative ion lipids in the forebrain. **f** Negative ion lipids in the cerebellum. WT, wild-type; ΔLYST-B6, *Lyst* homozygous knockout (C57BL/6J background).

**Table 2:** Top 5 differentially-expressed lipid classes in the forebrain and cerebellum of 18-month-old WT and ΔLYST-B6 mice

Brain Region	Lipid Class	Ion	Log_2_(Fold Change)	*P*-value
Forebrain	BiotinylPE	Negative	−2.30	6.87E−5
Forebrain	Hex1Cer	Negative	−1.09	1.46E−4
Forebrain	LPE	Negative	0.59	6.31E−4
Forebrain	LPG	Negative	1.24	8.12E−4
Forebrain	Hex2Cer	Negative	−1.38	1.60E−3
Cerebellum	TG	Positive	1.20	3.78E−14
Cerebellum	BiotinylPE	Negative	2.30	3.50E−7
Cerebellum	OAHFA	Negative	−1.84	6.30E−6
Cerebellum	PS	Negative	0.65	3.09E−4
Cerebellum	Hex1Cer	Positive	−0.66	7.26E−4

*BiotinylPE* Biotinylated phosphatidylethanolamine, *Hex1Cer* hexosylceramide, *LPE* lysophosphatidylethanolamine, *LPG* lysophosphatidyl-glycerol, *Hex2Cer* dihexosylceramide, *TG* triglyceride, *OAHFA* (O-acyl)-ω- hydroxy fatty acid, *PS* phosphatidylserine, MG monoradylglycerolipid, Cer ceramide, *DG* diacylglycerols.

**Table 3:** Top 5 differentially-expressed individual lipid levels in the forebrain and cerebellum of 18-month-old WT and ΔLYST-B6 mice

Brain Region	Lipid	Ion	Log_2_(FoldChange)	*P*-value
Forebrain	MG(20:1) + NH4	Positive	−0.71	5.37E−6
Forebrain	Hex2Cer(d38:1)-H	Negative	−0.63	2.00E−5
Forebrain	Cer(d40:0 + O)-H	Negative	1.09	3.90E−5
Forebrain	MG(20:1)+Na	Positive	−0.74	2.45E−4
Forebrain	PS(40:7) + H	Positive	2.84	2.65E−4
Cerebellum	DG(28:1e)+NH4	Positive	1.51	1.90E−9
Cerebellum	BiotinylPE(34:6)-H	Negative	3.53	5.89E−8
Cerebellum	Cer(t36:1)-H	Negative	2.30	6.37E−8
Cerebellum	Hex1Cer(d44:2)-H	Negative	−1.11	4.27E−6
Cerebellum	PS(42:8)-H	Negative	1.87	4.41E−6

Transcriptomic analysis of LYST-deficient brains revealed significant enrichment of differentially expressed genes (DEGs) involved in immunological pathways, such as immune effector processes, microglia phagocytosis, inflammatory response, and synapse pruning. 

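RNA from the right forebrain and the right cerebellar hemisphere of 12 mice, 3 ΔLYST-B6 and 3 WT at each of 3 and 18 months of age, was sequenced as 24 polyA libraries, and the authors deposited the number of reads they counted on each gene, without normalization. The sample labels call the forebrain libraries cortex. The authors aligned the reads with HISAT2 to the mouse genome build mm10. The methods state that read counts were generated using DESeq2, and the paper's text does not name the annotation. The table lists 23443 genes by symbol, of which 2898 have a count of 0 in all 24 libraries. Between 16774444 and 32070764 reads per library were counted on genes, with a median of 23688835. In the forebrain, the group medians were 20784723 (ΔLYST-B6) and 25501844 (WT) at 3 months, and 23455822 and 24980778 at 18 months. In the cerebellum, they were 23400897 and 26415004 at 3 months, and 24771545 and 19464051 at 18 months. The 10 most abundant genes took between 2.99% and 3.69% of the counts of a library. An observed count of 0 allows up to 3 counts, which correspond to 0.0935 to 0.179 CPM (counts scaled to a common library total) over the 24 libraries. This limit covers counting error only. All libraries had at most 1.15 CPM of Xist, the transcript of the inactive X chromosome, and at least 58.9 CPM of the Y-chromosomal gene Ddx3y.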

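The labels also give each animal a number that several animals can share, and the sample titles call this number a mouse and its libraries of a region replicates. A number is carried by both genotypes, and the paper's figure legend gives 3 mice of each genotype, so each library of a region was taken here as a separate mouse. Were each number 1 mouse, the 3 ΔLYST-B6 libraries of a region at 3 months would come from 1 animal. The numbers at 3 months have the form of the cage numbers in a necropsy report of the supplement, so they may be cages. At 3 months, the 3 ΔLYST-B6 mice shared 1 number that no WT mouse carried, so at this age a difference between these groups of animals cannot be told apart from a difference between the genotypes. At 18 months, 1 number was carried by 1 ΔLYST-B6 mouse and 2 WT mice. The genotypes were compared here in the 6 libraries of each region and age, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after edgeR's filter on genes with low counts and TMM normalization. A gene was called a DEG at an adjusted p at or below 0.05, the paper's threshold, and its values are given as normalized CPM. Log2 fold changes are ΔLYST-B6/WT. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, so no such test was used for single genes.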

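The counts on Lyst, which lies on chromosome 13 of mm10 from 13590397 to 13778803, were between 1587 and 3665 per library. In the 3-month forebrain, they were 136 ± 3.96 CPM (SD, n = 3) in the libraries labelled ΔLYST-B6 and 113 ± 1.65 CPM (SD, n = 3) in WT. This is a log2 fold change of 0.26 (standard error 0.06, adjusted p = 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 18-month forebrain had 125 ± 7.54 and 117 ± 3.74 CPM, a log2 fold change of 0.09 (standard error 0.07, adjusted p = 0.994, same test). In the cerebellum, the values were 88.1 ± 12.7 and 90.7 ± 5.43 CPM at 3 months, with a log2 fold change of −0.04 (standard error 0.12, adjusted p = 1.00, same test). At 18 months they were 74.9 ± 5.58 and 94.1 ± 3.66 CPM, with a log2 fold change of −0.33 (standard error 0.09, adjusted p = 0.169, same test). DESeq2's Wald test gave 0.27 in the 3-month forebrain with an adjusted p of 0.0213, and the adjusted p ranged from 0.0213 to 0.597 over the 14 alternatives. A single fit of all 24 libraries gave −0.33 in the 18-month cerebellum with an adjusted p of 0.0361, and the range over its alternatives was 0.0361 to 0.470. The direction in the 3-month cerebellum changed to 0.06 with the replicate number as a block, to 0.06 without ΔLYST-B6 replicate 3 and to 0.01 without WT replicate 1, with adjusted p from 0.923 to 1.00 over all alternatives. The neighbouring gene Gng4, 5255 bp past the end of Lyst, is not listed as a gene of its own in the table. The counts on Lyst therefore do not check the genotype of the libraries, and directions refer to the libraries labelled ΔLYST-B6.

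**Figure D1:**
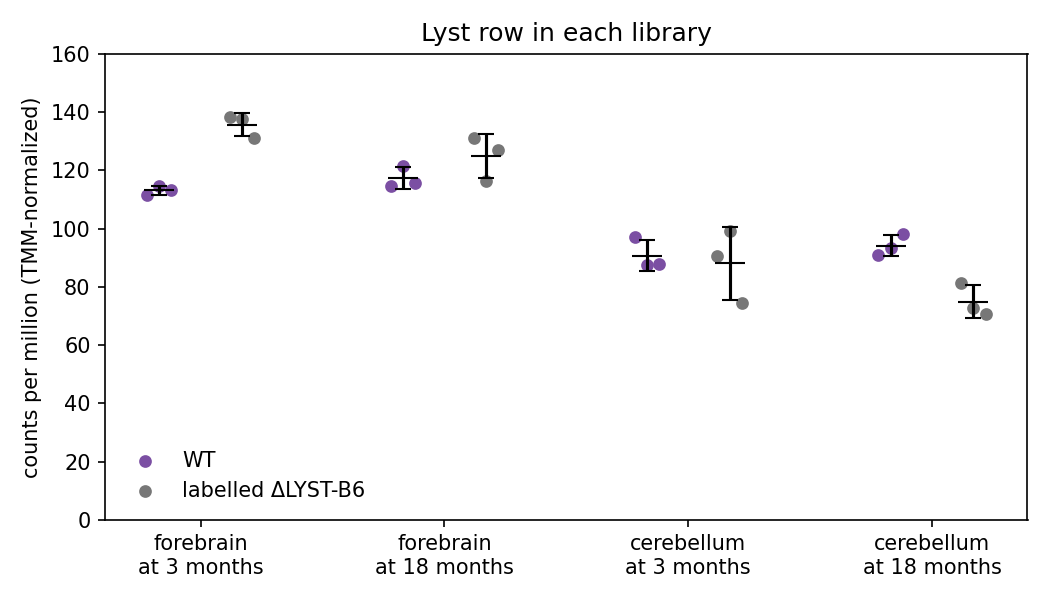
Normalized counts of Lyst in CPM (vertical axis) in the 24 libraries, by region, age and genotype (horizontal axis), with WT in purple and libraries labelled ΔLYST-B6 in grey, and bars for the mean ± SD of 3 libraries. The means lie between 74.9 and 136 CPM, and the genotypes do not overlap in the 3-month forebrain, where ΔLYST-B6 is higher, and in the 18-month cerebellum, where it is lower.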

Principal component analysis (PCA) showed poor segregation of genotypes in 3- and 18-month-old forebrain (Fig. 6a, b) and 3-month-old cerebellum tissues (Fig. 6c), but clear segregation in the 18-month cerebellum (Fig. 6d). 

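The paper's text does not name the values that entered the PCA. Here the components were computed from counts normalized with DESeq2's size factors, on the linear scale, centred and not scaled. The first component held 45.3% of the variance in the 3-month forebrain, 45.8% in the 18-month forebrain, 63.4% in the 3-month cerebellum and 52.0% in the 18-month cerebellum. The second component held 24.0%, 22.0%, 20.8% and 23.7% in the same order. Segregation was measured as the silhouette width of genotype on both components, which is positive for a library that lies closer to its own genotype than to the other. Its mean was 0.185 ± 0.390 (SD, n = 6 libraries) in the 3-month forebrain, with positive values in 4 of 6 libraries. In the 18-month forebrain it was −0.186 ± 0.162, with 1 of 6 positive. In the 3-month cerebellum it was −0.242 ± 0.0864, with 0 of 6 positive. In the 18-month cerebellum it was 0.248 ± 0.187, with 6 of 6 positive. The alternative that moved these values most was log2 CPM in place of linear values, which gave 0.431 in the 18-month forebrain. Leaving out single libraries moved the 18-month forebrain above 0, to 0.0592 without ΔLYST-B6 replicate 2, 0.0437 without WT replicate 2 and 0.0352 without ΔLYST-B6 replicate 3. The 3-month forebrain ranged from 0.0571 without ΔLYST-B6 replicate 1 to 0.374 without WT replicate 2. The 18-month cerebellum stayed positive with each library left out, from 0.107 without ΔLYST-B6 replicate 2 to 0.387 without ΔLYST-B6 replicate 3. It fell to 0.0851 with scaling to unit variance, 0.0971 with the 500 genes of largest variance and 0.113 without the 10 most abundant genes, and was 0.251 with log2 CPM, below the forebrain of that age.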

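In the 3-month forebrain, 13939 genes were tested and 30 were DEGs, 25 higher and 5 lower in the libraries labelled ΔLYST-B6, while 1521 genes had an unadjusted p under 0.05. In all 30 DEGs the 3 libraries of each genotype did not overlap. The same held for 16.5% of the genes tested, where chance gives 10%. The alternative that moved this number most was the absence of a filter on low counts, which gave 118 DEGs, 59 higher and 59 lower. With DESeq2's Wald test there were 87, of which 52 were higher, and 29 of the 30 were among them. In a single fit of all 24 libraries 4 genes passed, all among the 30. Single libraries decided the number as well. Without WT replicate 1 there were 111 DEGs, 27 of the 30 among them. Without ΔLYST-B6 replicate 1, 2 or 3, there were 17, 15 and 12.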

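Btaf1, on chromosome 19 from 36926079 to 37012752, had 33.6 ± 1.59 CPM (SD, n = 3) in the 3-month forebrain libraries labelled ΔLYST-B6 and 79.3 ± 7.91 CPM (SD, n = 3) in WT. This is a log2 fold change of −1.24 (standard error 0.08, adjusted p = 6.42e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pik3c3, on chromosome 18 from 30272747 to 30348126, had 118 ± 4.09 and 67.1 ± 2.47 CPM, a log2 fold change of 0.81 (standard error 0.06, adjusted p = 5.98e-06, same test). Both genes passed the threshold under all 14 alternatives. Junb, on chromosome 8 from 84974484 to 84978718, rose from 86.8 ± 7.32 CPM in WT to 151 ± 4.41 CPM, a log2 fold change of 0.80 (standard error 0.07, adjusted p = 1.80e-05, same test). Fos, on chromosome 12 from 85473890 to 85477273, rose from 30.2 ± 2.84 to 57.3 ± 6.90 CPM, a log2 fold change of 0.93 (standard error 0.10, adjusted p = 0.000125, same test). In the single fit of all 24 libraries the adjusted p of Junb was 0.381, in a range of 4.29e-20 to 0.381 over its alternatives, and that of Fos was 0.742, in a range of 4.29e-14 to 0.742. Lmbr1, on chromosome 5 from 29229802 to 29378390, had 38.5 ± 8.91 and 15.3 ± 1.69 CPM, a log2 fold change of 1.33 (standard error 0.17, adjusted p = 0.0143, same test). It was not a DEG without ΔLYST-B6 replicate 3 (adjusted p = 0.119), WT replicate 2 (0.0609) or WT replicate 3 (0.228), and its adjusted p ranged from 9.52e-16 to 0.228 over the alternatives. Among the genes that were higher, Egr4, Cnbd2 and Egr2 had log2 fold changes of 0.74, 0.79 and 1.21, and Egr4 and Egr2 were not DEGs in the single fit of all 24 libraries (adjusted p = 0.618 and 0.612, in ranges of 2.05e-13 to 0.618 and 9.92e-13 to 0.612). The other 4 genes that were lower were Ide, Aifm3, Tle2 and Mid1, with log2 fold changes of −0.60, −0.37, −0.50 and −0.85. Ide lies on chromosome 19 from 37268743 to 37337852, within 1 Mb of Btaf1. None of these 4 genes was a DEG in the single fit of all 24 libraries, without ΔLYST-B6 replicate 1, 2 or 3, or with the replicate block, which gave 18 DEGs.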

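In the 18-month forebrain, 14175 genes were tested and 16 were DEGs, 15 higher and 1 lower in the libraries labelled ΔLYST-B6, while 814 had an unadjusted p under 0.05. The genotypes did not overlap in 10.9% of the genes tested, against 10% by chance. DESeq2's Wald test gave 54 DEGs and the fit without a filter 55, each with all 16 among them. Without WT replicate 3 there were 9 DEGs, 8 of the 16 among them. H2-K1, on chromosome 17 from 33996017 to 34000347, had 68.8 ± 5.12 CPM (SD, n = 3) in ΔLYST-B6 and 40.3 ± 0.846 CPM (SD, n = 3) in WT. Its log2 fold change was 0.77 (standard error 0.07, adjusted p = 0.000755 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clec7a, on chromosome 6 from 129461591 to 129472779, had 5.43 ± 2.01 and 0.911 ± 0.306 CPM, a log2 fold change of 2.59 (standard error 0.31, adjusted p = 0.00378, same test). Gfap, on chromosome 11 from 102887336 to 102900912, rose from 283 ± 29.1 to 595 ± 89.3 CPM, a log2 fold change of 1.07 (standard error 0.11, adjusted p = 0.00389, same test). Without WT replicate 2 the adjusted p of Gfap was 0.169, in a range of 2.20e-21 to 0.169 over its alternatives. The log2 fold changes of Mpeg1, H2-D1, Vwf and Itgax were 0.70, 0.65, 0.81 and 2.56, with adjusted p from 0.00228 to 0.00370. Vwf was not a DEG in the single fit of all 24 libraries, with an adjusted p of 0.658 in a range of 3.33e-08 to 0.658. Kcnab3 was the gene that was lower, with a log2 fold change of −0.39 (adjusted p = 0.0253, same test). It was not a DEG in the single fit of all 24 libraries or in 5 of the 6 fits that each left out 1 library, all but the fit without WT replicate 2.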

DEGs (Table 4, Supplementary Data 2) in the forebrain of ΔLYST-B6 mice revealed 79 DEGs at 3 months (Fig. 6e) and 47 DEGs at 18 months (Fig. 6f) compared to WT. 

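In the 3-month cerebellum, 14169 genes were tested and 1 was a DEG, while 290 had an unadjusted p under 0.05. The genotypes did not overlap in 7.32% of the genes tested, where chance gives 10%. The DEG was Pik3c3, with 138 ± 7.12 CPM (SD, n = 3) in the libraries labelled ΔLYST-B6 and 57.1 ± 0.351 CPM (SD, n = 3) in WT. Its log2 fold change was 1.27 (standard error 0.08, adjusted p = 0.00308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicate 1 or 2 its adjusted p was 0.0853 and 0.0699, in a range of 5.39e-37 to 0.0853 over the alternatives. In these 2 fits 0 genes passed, and 345 and 241 had an unadjusted p under 0.05. Without ΔLYST-B6 replicate 2 or WT replicate 3, 2 genes passed. DESeq2's Wald test gave 16 DEGs, 12 of them higher. With the replicate number of the sample titles as a block there were 6, all higher, and with all 24 libraries in a single fit there were 5. Libraries with the same number varied together here, with r of 0.183, 0.219 and 0.422 across genes in the 3 pairs of ΔLYST-B6 and WT libraries, although genes are not independent replicates and the numbers pair no animals.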

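Lmbr1, Cd59b and Npas4 had log2 fold changes of 1.16, 0.83 and 1.01 in the 3-month cerebellum, with the genotypes not overlapping, and adjusted p of 0.455, 0.659 and 0.659 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's Wald test the adjusted p were 4.38e-07, 7.82e-05 and 0.000569. Over all alternatives they ranged from 4.38e-07 to 1.00 for Lmbr1, from 7.82e-05 to 1.00 for Cd59b and from 0.000569 to 1.00 for Npas4. Lmbr1 also passed in the single fit of all 24 libraries (adjusted p = 0.0282) and without ΔLYST-B6 replicate 2 (0.00747). Kpna7, on chromosome 5 from 144983519 to 145084030, was removed by the filter on low counts. Its counts were 234, 416 and 2 in the 3 WT cerebellum libraries and 1, 1 and 2 in ΔLYST-B6, so that the ΔLYST-B6 group lay under the limit of 3 counts and 1 WT library did as well. The same WT animal had 1 count in the forebrain, where the other two had 288 and 380. DESeq2's Wald test gave an adjusted p of 0.0301 for Kpna7 in the cerebellum. It was 0.997 in edgeR without the filter and 0.683 in the single fit of all 24 libraries.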

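In the 18-month cerebellum, 14223 genes were tested and 109 were DEGs, 106 higher and 3 lower in the libraries labelled ΔLYST-B6, while 1415 had an unadjusted p under 0.05. The genotypes did not overlap in all 109 DEGs and in 15.5% of the genes tested, against 10% by chance. DESeq2's Wald test gave 214 DEGs, 176 of them higher, and 108 of the 109 were among them. Without ΔLYST-B6 replicate 2 there were 53 DEGs, all among the 109, and without WT replicate 3 there were 62, of which 60 were among them. Gpnmb, on chromosome 6 from 49036546 to 49070929, had 62.8 ± 15.0 CPM (SD, n = 3) in ΔLYST-B6 and 4.19 ± 1.07 CPM (SD, n = 3) in WT. This is a log2 fold change of 3.92 (standard error 0.24, adjusted p = 8.77e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lyz2, on chromosome 10 from 117277331 to 117282321, had 118 ± 25.1 and 18.6 ± 2.23 CPM, a log2 fold change of 2.66 (standard error 0.16, adjusted p = 2.11e-05, same test). The smallest adjusted p was that of Lilrb4a, on chromosome 10 from 51490956 to 51496611, with 15.0 ± 0.956 and 1.70 ± 0.191 CPM and a log2 fold change of 3.14 (standard error 0.18, adjusted p = 9.72e-06, same test). These 3 genes passed the threshold under all 14 alternatives, as did Clec7a and Itgax, with log2 fold changes of 2.60 and 3.06. Lower in ΔLYST-B6 were Tnc, Th and Col18a1, with log2 fold changes of −1.28, −0.92 and −0.55 and adjusted p of 0.00426, 0.0234 and 0.0493 from the same test.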

In the cerebellum, there were 14 DEGs at 3 months (Fig. 6g) and 198 DEGs at 18 months of age (Fig. 6h). These comparisons demonstrate that LYST deficiency is associated with broad, progressive signaling changes in the central nervous system, particularly in the cerebellum.

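No gene was a DEG in 3 or more of the 4 comparisons. The 3-month forebrain shared Pik3c3 with the 3-month cerebellum and Cep85 with the 18-month cerebellum. The 18-month forebrain and cerebellum shared 7 DEGs, all higher in both: Clec7a, Cst7, Gfap, H2-K1, H2-Q4, Itgax and Mpeg1. Neither region had a DEG at both ages. The change between the ages was tested itself, as the interaction of genotype and age in the 12 libraries of a region. In the cerebellum, 14656 genes were tested and 23 passed the threshold, all with a higher log2 fold change at 18 months, while 675 had an unadjusted p under 0.05. The log2 fold change of Gpnmb was higher by 3.86 (standard error 0.31, adjusted p = 0.000187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Lilrb4a, Lyz2, Cd68 and C4b it was higher by 3.43, 2.95, 2.16 and 2.04, each with an adjusted p of 0.000905 (same test). The number moved most with all 24 libraries in a single fit, to 53, and was 52 with DESeq2's Wald test. It fell to 5 without WT replicate 2 of 3 months, ΔLYST-B6 replicate 2 of 18 months or WT replicate 1 of 18 months. It was 7 without ΔLYST-B6 replicate 1 of 18 months, 8 without WT replicate 3 of either age, 9 and 10 without ΔLYST-B6 replicate 1 and 3 of 3 months, and 12 without WT replicate 2 of 18 months. Gpnmb, Lilrb4a, Lyz2, Cd68 and C4b passed in all 12 fits that each left out 1 library. In the forebrain, 14515 genes were tested and 0 passed, while 952 had an unadjusted p under 0.05. The smallest adjusted p was 0.272, for Btaf1, whose log2 fold change was higher by 1.95 at 18 months. DESeq2's Wald test gave 10 genes in the forebrain, and 2 genes passed without ΔLYST-B6 replicate 2 or 3 of 18 months. The 2 ages were different animals, so a difference between ages includes any difference between the groups of animals. From the 4 comparisons of genotypes, the paper concludes that loss of LYST goes with broad signaling changes that progress with age, above all in the cerebellum.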

**Fig. 6:**
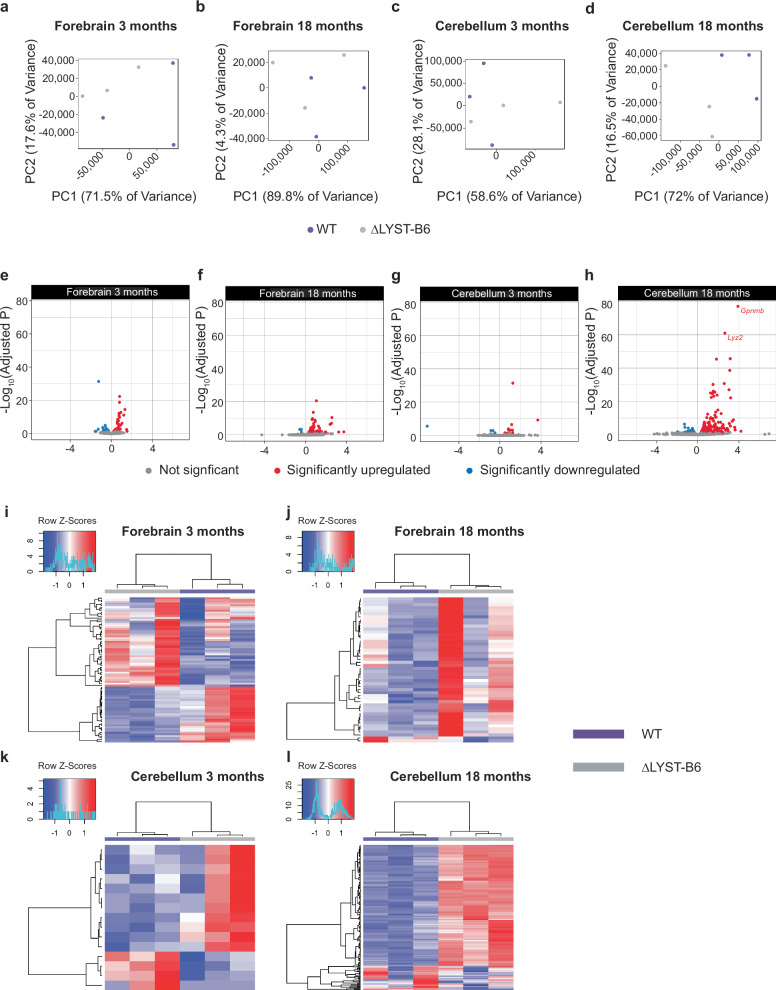
RNA sequencing of 3- and 18-month-old ΔLYST-B6 cerebellum and forebrain. Principal component analysis (PCA) of variation in 3-month-old forebrain (**a**), 18-month-old forebrain (**b**), 3-month-old cerebellum (**c**), and 18-month-old cerebellum (**d**). WT (*n* = 3) and ΔLYST-B6 mice (n = 3). Volcano plots showing differential expression of genes in 3- and 18-month-old cerebellum and forebrain of ΔLYST-B6 mice. Red represents significantly upregulated genes, while blue shows significantly downregulated genes. Fold change is calculated as ΔLYST-B6/WT. This analysis was performed in 3-month-old forebrain (**e**), 18-month-old forebrain (**f**), 3-month-old cerebellum (**g**), and 18-month-old cerebellum (**h**). Heatmaps showing differential expression of genes in the forebrain and cerebellum of WT (purple) and ΔLYST-B6 (grey) mice at 3- and 18-months old. Red represents significantly upregulated genes and blue represents significantly downregulated genes. This analysis was performed in 3-month-old forebrain (**i**), 18-month-old forebrain (**j**), 3-month-old cerebellum (**k**), and 18-month-old cerebellum (**l**). WT wild-type, ΔLYST-B6, *Lyst* homozygous knockout (C57BL/6 J background).

**Table 4:** Top 5 differentially-expressed genes from RNA-seq analysis of the forebrain and cerebellum in 3- and 18-month-old WT and ΔLYST-B6 mice

Brain Region	Age (Months)	Base Mean	Log_2_(FoldChange)	Adjusted *P*	Gene Name
Forebrain	3	1246	−1.23	4.79E−32	*Btaf1*
Forebrain	3	2044	0.819	3.96E−23	*Pik3c3*
Forebrain	3	2628	0.806	1.37E−19	*Junb*
Forebrain	3	594.4	1.34	2.65E−15	*Lmbr1*
Forebrain	3	967.5	0.936	1.78E−13	*Fos*
Cerebellum	3	2349	1.28	4.10E−32	*Pik3c3*
Cerebellum	3	586.4	1.16	3.01E−07	*Lmbr1*
Cerebellum	3	98.51	-7.09	2.69E−06	*Kpna7*
Cerebellum	3	803.4	0.833	1.06E−4	*Cd59b*
Cerebellum	3	195.7	1.02	6.40E−4	*Npas4*
Forebrain	18	10830	1.07	2.78E−21	*Gfap*
Forebrain	18	1347	0.770	2.69E−14	*H2-K1*
Forebrain	18	78.30	2.59	3.62E−11	*Clec7a*
Forebrain	18	1288	0.695	1.70E−10	*Mpeg1*
Forebrain	18	2177	0.645	5.29E−10	*H2-D1*
Cerebellum	18	754.5	3.91	6.12E−78	*Gpnmb*
Cerebellum	18	1536	2.66	8.81E−62	*Lyz2*
Cerebellum	18	475.8	3.17	2.23E−46	*C3*
Cerebellum	18	4358	1.83	3.99E−46	*C4b*
Cerebellum	18	188.2	3.13	2.40E−39	*Lilrb4a*

Base Mean, the mean normalized gene counts across all samples; Log_2_(FoldChange), Log2 of the mean normalized expression ratio (ΔLYST-B6/WT).

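The log2 CPM of the DEGs of each comparison, scaled for each gene over the 6 libraries, were clustered here by complete linkage on Euclidean distance and divided into a pair of clusters. With the 30 DEGs of the 3-month forebrain, the 16 of the 18-month forebrain, the 1 of the 3-month cerebellum and the 109 of the 18-month cerebellum, 6 of 6 libraries fell on the side of their genotype. With the 80, 48, 15 and 199 genes that the paper lists in Supplementary Data 2, they did so as well. In both cases the genes had been chosen for differing between the genotypes. With the 500 genes of largest variance, 3 of 6 libraries of the 3-month forebrain were on their genotype's side. This is the lowest number possible, since each cluster was given the genotype that matched more libraries. The same procedure was run on the other 9 splits of the 6 libraries, with the genes called for each split. At least 2 genes were called in 2 of these splits in the 18-month forebrain, and in both all 6 libraries fell on the side of the split. The same held for the 1 such split in the 18-month cerebellum, and no other split of the 3-month libraries gave 2 genes.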

Hierarchical clustering of DEGs showed clear segregation of WT and ΔLYST-B6 samples across all ages and brain areas, with consistent patterns within genotypes in the cerebellum (Fig. 6i–l). Gene Ontology (GO) analysis of DEGs highlighted enriched immune pathways in the cerebellum of 18-month-old ΔLYST-B6, including neutrophil degranulation, microglia-mediated phagocytosis, and complement activation of neuroinflammation (Table 5, *P* ≤ 5.44 × 10^−^^3^). 

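Gene Ontology annotation was not used here. Of the genes that the paper lists in Supplementary Data 3 under phagocytosis in the 18-month cerebellum, 12 of 19 were DEGs and 18 were higher in the libraries labelled ΔLYST-B6, with a median log2 fold change of 1.34. Under leukocyte mediated immunity, 18 of 28 genes were DEGs and all were higher, with a median of 1.22. Under humoral immune response, 11 of 12 were DEGs and all were higher, with a median of 1.48. These genes had been chosen on the same libraries. In addition, 20 lists of marker genes were tested with limma's camera, two-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 76 tests of the 4 comparisons. In the 18-month cerebellum, 11 of 20 lists passed the threshold of 0.05. Over the 4 comparisons 28 lists passed, of which 9 also passed with limma's fry. These were the immediate early genes at 3 months in both regions and the T cells and other complement genes at 18 months in both regions. In the 18-month cerebellum they also were the disease-associated microglia, the reactive astrocytes and the complement genes that the paper names. The last of these lists had been chosen on the same libraries. The immediate early genes of the 3-month cerebellum did not pass fry when adjusted within that comparison alone. With the correlation estimated from the libraries, 0 of the 76 tests passed, and 1, 4, 1 and 5 lists had an unadjusted p under 0.05 in the 3-month forebrain, the 18-month forebrain, the 3-month cerebellum and the 18-month cerebellum.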

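Of the 10 neutrophil genes in the table, 2 passed the filter in the 18-month cerebellum, with a median difference of 0.50 in mean log2 CPM between the libraries labelled ΔLYST-B6 and WT (adjusted p = 0.341 from limma's camera). The T cell list had a median difference of 2.12 over 5 of 12 genes, all higher (adjusted p = 5.10e-07 with camera and 0.00932 with fry). Of its genes, 2 were DEGs over all genes tested, and 4 passed when adjusted over the list alone. Nkg7 was at or under 3 counts in all WT libraries and was at least 6.23-fold higher, and with this gene at its bound the median log2 fold change was 2.24. The lysosome list had a median difference of 0.06, with 19 of 26 genes higher (adjusted p = 0.0375 with camera and 0.168 with fry). It was past the threshold in 5 of its 10 alternatives, in a range of adjusted p from 0.0117 to 0.470. No lysosome gene was a DEG, and 1 passed when adjusted over the list alone. The interferon response list was not higher, with a median difference of −0.13 (adjusted p = 0.333 with camera).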

Similar changes were observed in the forebrain at 18 months, although with inconsistent Z-scores within genotypes (Supplementary Data 3) (Fig. 6j).

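In the 18-month forebrain, the paper lists 24 genes under 12 terms in Supplementary Data 3, of which 5 were DEGs and all of the 23 tested were higher in the libraries labelled ΔLYST-B6. The 6 genes under protein activation cascade had a median log2 fold change of 0.65 and 0 were DEGs, although all 6 had genotypes that did not overlap. The 10 genes under leukocyte mediated immunity had a median of 0.77, and 2 were DEGs. Of the gene lists, 9 of 20 passed limma's camera in this region and 2 of them fry. The disease-associated microglia had a median difference of 0.54 in mean log2 CPM, with 14 of 15 genes higher (adjusted p = 4.28e-14 with camera and 0.0949 with fry). Of these, 3 were DEGs, and 11 passed when adjusted over the list alone. The interferon response list had a median of 0.54, with 14 of 14 genes higher (4.28e-14 and 0.0783), 1 DEG and 10 genes past the threshold adjusted over the list alone. The reactive astrocytes had a median of 0.61, with 13 of 13 genes higher (1.12e-11 and 0.0654), 1 DEG and 8 genes adjusted over the list alone. The homeostatic microglia had 0.18, with 11 of 12 genes higher (8.02e-05 and 0.145). The other complement genes, which the paper's text does not name, had 0.29, with 11 of 12 genes higher (4.71e-05 and 0.00517). Further lists that passed camera were T cells with 1.23 over 2 genes (0.000749 and 0.0406), meninges with 0.37 (9.00e-05 and 0.541) and lysosome with 0.07 (0.0483 and 0.481). The lysosome list was past the threshold in 4 of its 10 alternatives, in a range of adjusted p from 0.0175 to 0.664.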

**Table 5:** Top 5 enriched pathways from RNA-seq analysis of the forebrain and cerebellum in 3*- and 18-month-old WT and ΔLYST-B6 mice

Brain Region	Age (Months)	GOBP Term	Description	Enrichment Ratio	FDR
Forebrain	3	GO:0046683	response to organophosphorus	15.0	4.19E−5
Forebrain	3	GO:0014074	response to purine-containing compound	13.2	5.66E−5
Forebrain	3	GO:0042326	negative regulation of phosphorylation	5.15	1.44E−2
Forebrain	3	GO:1901652	response to peptide	4.76	1.96E−2
Forebrain	3	GO:0009612	response to mechanical stimulus	7.09	3.11E−2
Forebrain	18	GO:0072376	protein activation cascade	33.1	1.89E−5
Forebrain	18	GO:0002443	leukocyte mediated immunity	9.60	2.29E−5
Forebrain	18	GO:0002250	adaptive immune response	7.50	6.03E−4
Forebrain	18	GO:0019882	antigen processing and presentation	18.2	1.53E−3
Forebrain	18	GO:0002253	activation of immune response	7.20	1.79E−3
Cerebellum	18	GO:0002443	leukocyte mediated immunity	7.23	9.02E−14
Cerebellum	18	GO:0006909	phagocytosis	10.1	1.07E−11
Cerebellum	18	GO:0002250	adaptive immune response	6.06	1.07E−11
Cerebellum	18	GO:0042110	T cell activation	5.06	1.59E−9
Cerebellum	18	GO:0002697	regulation of immune effector process	5.50	4.45E−9

*No significantly dysregulated pathways in 3-month cerebellum; *GOBP* Gene Ontology Biological Process, *FDR* False Discovery Rate.

In summary, our omics results reveal more alterations in RNA expression and lipid levels in the cerebellum of ΔLYST-B6 mice compared to the forebrain. These data suggest that the neurological disease process of CHS is driven by changes in the cerebellum.

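The difference between the regions was tested here for the RNA data as the interaction of genotype and region in the 12 libraries of each age. At 18 months, 14857 genes were tested and 6 passed the threshold, all with a higher log2 fold change in the cerebellum, while 762 had an unadjusted p under 0.05. Lpl was higher by 1.68 (standard error 0.16, adjusted p = 0.000133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Cd68, Mpeg1, Gpnmb, Trem2 and Cyth4, the difference was 1.27, 1.00, 3.33, 0.99 and 0.92, each with an adjusted p of 0.0393 (same test). Both regions came from the same animals, and with the animal as a block 14 genes passed, 12 of them higher in the cerebellum. The 6 genes were among them, with Tyrobp, C1qa, C1qb and C1qc. There were 25 genes with DESeq2's Wald test. With each animal left out in turn between 1 and 4 genes passed: 1 without ΔLYST-B6 replicate 1, ΔLYST-B6 replicate 2 or WT replicate 3, 2 without WT replicate 1, 3 without ΔLYST-B6 replicate 3 and 4 without WT replicate 2. Lpl passed in each of these fits. At 3 months, 14741 genes were tested and 0 passed, while 555 had an unadjusted p under 0.05. With DESeq2's Wald test Arc, Pik3c3 and Egr1 passed at 3 months. Among the lists at 18 months, the difference between the regions had a median of 0.77 for the disease-associated microglia (adjusted p = 7.09e-12 with limma's camera and 0.0645 with fry) and of 0.83 for the complement genes the paper names (2.95e-09 and 0.0732). It was −0.68 for the interferon response (7.93e-12 and 0.123) and −0.33 for the Purkinje cells (4.69e-05 and 0.211). The complement genes the paper names had been chosen on the same libraries, so their difference was favoured beforehand. For the lists, no test between the regions with the animal as a block is given, although both regions came from the same animals.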

## Discussion

The ΔLYST-B6 mouse model offers a significant advancement in our understanding of CHS by providing a robust platform that recapitulates key features of the human disease, including progressive neurological deterioration. This model exhibits many aspects of CHS, including partial oculocutaneous albinism, prolonged bleeding time due to decreased platelet delta granules, enlarged intracellular granules in PMN leukocytes, and enlarged MEF lysosomes consistent with documented findings in cells from CHS patients and other CHS mouse models^10,13^.

One of the most notable findings in the ΔLYST-B6 mice is the early onset of progressive neurological symptoms, which appear as soon as six months of age (Fig. 3a and Table 1), when compared to previous studies^12^ (Table 1). The deletion of the majority of the LYST gene and resulting absence of functional protein suggests a correlation between the severity of genotype and the severity of phenotype in the ΔLYST-B6 compared to other LYST mouse models. This supports the ΔLYST-B6 mouse as a robust model for future therapeutic efforts, especially those focusing on modifying the neurologic sequelae of disease.

Impaired motor performance in previous CHS mouse models has been associated with Purkinje cell degradation in the cerebellum and axonal deterioration in peripheral nerves^9^. In our study, while the Purkinje cell loss is not statistically significant until 18-months (Fig. 4b, *P* = 4.17 × 10^−^^7^), the downward trend in median Purkinje cell counts in ΔLYST-B6 mice from 3 to 18 months suggests that Purkinje cell loss is progressive, contributing to poor motor coordination and ataxia. In ΔLYST-B6 mice, the enlarged lysosomes, characteristic in other cell types in CHS and in neurons in culture^19^, were located in GFAP-positive glial cells surrounding the Purkinje cells that are presumed to be Bergmann glia. These cells are critical for the maintenance and growth of cerebellar Purkinje cells^20–23^, and are implicated in the development of disease^24–26^ and loss of Purkinje cells^27^.

A second contributor to the motor impairment in ΔLYST-B6 mice is the progressive loss of axons in the peripheral sciatic nerves of 3- and 24-month-old ΔLYST-B6 mice (Fig. 4e, *P* ≤ 0.01), suggesting that mutant mice have peripheral neuropathy similar to that of CHS patients. Similar whole-mount EM findings were reported in other CHS models^12^, albeit at a later age compared to ΔLYST-B6 mice (Table 1). The earlier onset and tracked progression of these findings confirms that ΔLYST-B6 mice recapitulate CHS disease and expands upon our understanding of the progressive, length-dependent neuropathy of CHS patients.

### ΔLYST-B6 show regional alteration in brain lipidomics and transcriptomics

Elevated levels of pro-inflammatory lipids (PS) and reduced levels of anti-inflammatory lipids (OAHFA) (Fig. 5 and Table 4) suggest a heightened neuroinflammatory environment in the cerebellum of ΔLYST-B6 mice. PS facilitates complement-mediated synaptic pruning by microglia receptor TREM2^28,29^, a protein implicated in the regulation of autophagy in microglia. This interplay of lipid and microglial autophagy has been identified in several neurodegenerative pathologies such as AD and PD^29–32^. The pro-inflammatory effects of PS seem to be consistent with reduced levels of OAHFA, implicated to have anti-inflammatory activities^33,34^, and reduced in brain tissue of frontotemporal dementia patients^35^. It should be noted that the inflammatory contribution (anti- or pro-) of PS may depend on its localization to the inner or outer leaflet of the plasma membrane^28,29^, which our study did not assess.

These lipidomics findings are consistent with the observed upregulation of immune pathways in our transcriptomic analyses, indicating that neuroinflammation plays a significant role in the neurological deterioration seen in CHS. The increased expression of microglia-associated genes and complement cascade genes in the cerebellum of ΔLYST-B6 mice further supports the involvement of neuroinflammatory processes in CHS pathology. 

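The disease-associated microglia list, of genes that microglia express in degenerating tissue, had a median difference of 1.54 in mean log2 CPM in the 18-month cerebellum, with 15 of 16 genes higher in the libraries labelled ΔLYST-B6 (adjusted p = 6.15e-24 with limma's camera and 0.00326 with fry). Of its genes, 10 were DEGs over all genes tested and 12 passed when adjusted over the list alone. Apoe and Axl, genes of this list, are not listed as genes of their own in the table. Cd9 and Ctsd, also of this list, did not pass the filter on low counts, so the list was tested without these genes. The homeostatic microglia list had a median difference of 0.27, with 8 of 12 genes higher (0.0108 and 0.356). The 6 complement genes that the paper names had a median of 1.48, with 6 of 6 higher (4.31e-15 and 0.00517), and all 6 were DEGs. The paper names these 6 genes as higher in these same libraries, so this result was favoured beforehand. The other complement genes had 0.31, with 11 of 11 higher (8.09e-07 and 0.0460). Reactive astrocytes had 0.91, with 13 of 13 higher (1.74e-13 and 0.00326), 8 of them DEGs and 9 past the threshold when adjusted over the list alone. The homeostatic list was past the threshold in 7 of its 10 alternatives, in a range of adjusted p from 0.000641 to 0.683. Within the label number that both genotypes carried at 18 months, the ΔLYST-B6 library lay above the 2 WT libraries by 1.36 on average over the disease-associated list, against 1.57 over all 6 libraries.

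**Figure D2:**
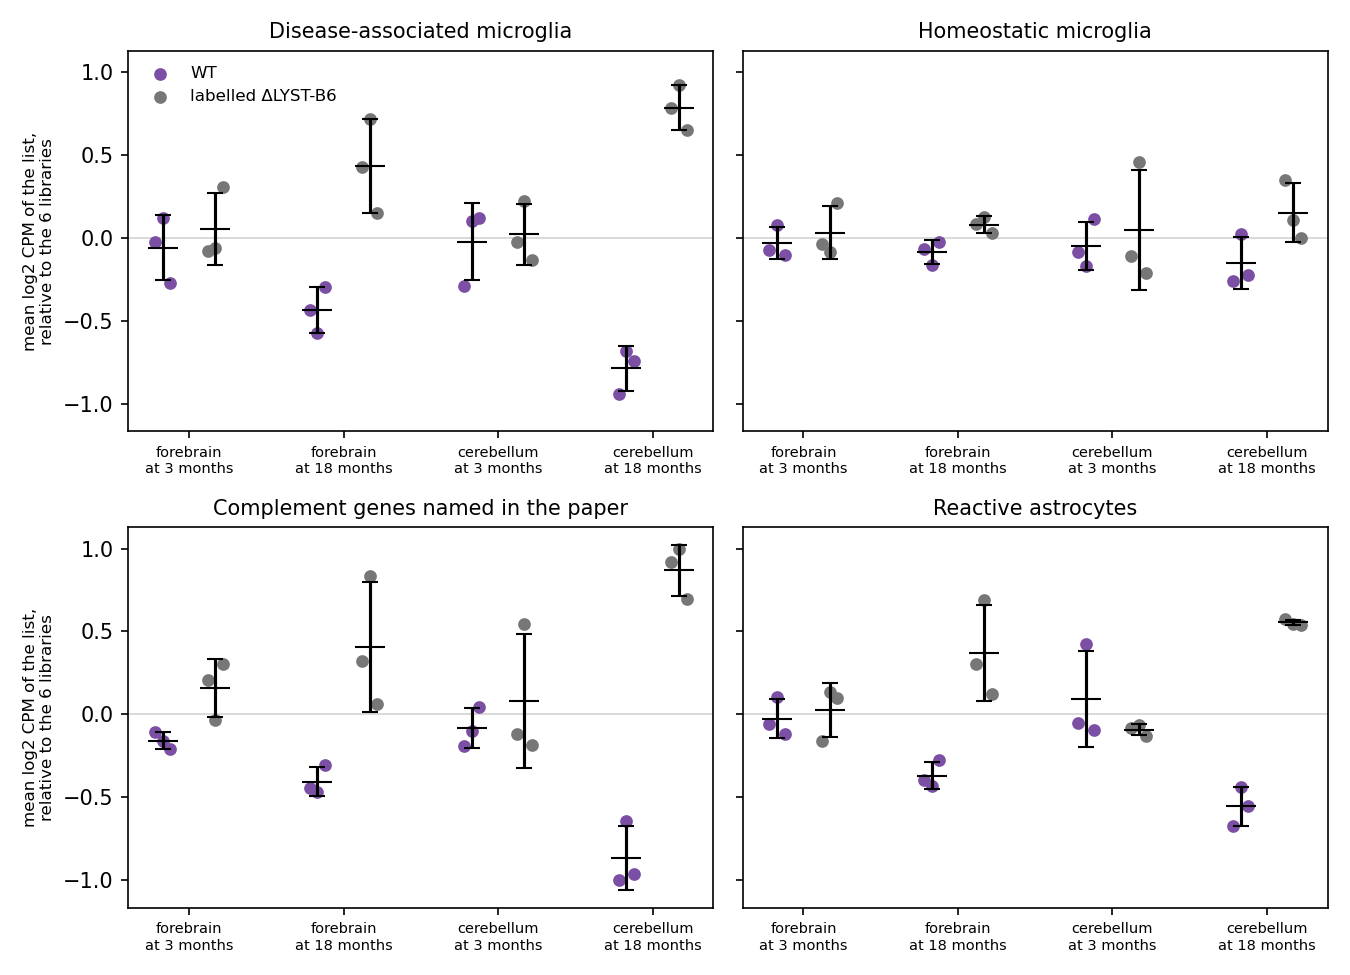
Mean log2 CPM of 4 gene lists relative to the mean of the 6 libraries of each comparison (vertical axis), by region, age and genotype (horizontal axis), with each point a library, bars for the mean ± SD of 3 libraries, WT in purple and libraries labelled ΔLYST-B6 in grey. In the 18-month cerebellum the genotypes differ by 1.57 in the disease-associated microglia, 1.74 in the complement genes named in the paper and 1.11 in the reactive astrocytes, and by 0.31 in the homeostatic microglia.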

Two genes in these pathways upregulated in the cerebellum of 18-month-old ΔLYST-B6 mice, *TYROBP* and *TREM2*, are both implicated in microglial activation in AD. This is ultimately associated with C1q activation^27^, which results in an inflammatory response that triggers further microglia recruitement^27^. 

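Tyrobp, on chromosome 7 from 30413760 to 30417585, had 36.7 ± 4.78 CPM (SD, n = 3) in the 18-month cerebellum in the libraries labelled ΔLYST-B6 and 12.3 ± 0.178 CPM (SD, n = 3) in WT. Its log2 fold change was 1.57 (standard error 0.12, adjusted p = 3.56e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trem2, on chromosome 17 from 48346401 to 48354147, had 44.3 ± 3.51 and 15.4 ± 0.897 CPM, a log2 fold change of 1.53 (standard error 0.11, adjusted p = 2.11e-05, same test). Both genes passed the threshold under all 14 alternatives. In the 18-month forebrain, their log2 fold changes were 0.55 and 0.55 (adjusted p = 0.730 and 0.165, same test). Trem2 passed there with DESeq2's Wald test (adjusted p = 0.0104) and without a filter on low counts (0.0441), in a range of 0.0104 to 0.498. In the 3-month cerebellum, they were 0.02 and 0.34 (adjusted p = 1.00 for both). The interaction of genotype and age in the cerebellum was 1.55 for Tyrobp (adjusted p = 0.0286) and 1.19 for Trem2 (adjusted p = 0.0743). That of genotype and region at 18 months was 1.04 for Tyrobp (adjusted p = 0.220, and 0.0205 with the animal as a block).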

The patterns of upregulated immunological activation in known microglia-associated genes could implicate microglial dysregulation in CHS pathology. This is further supported by the increased expression of the complement cascade genes *C1qa*, *C1qb*, *C1qc*, *C3*, *C4b*, and the complement receptor encoded by *C3ar1* identified by RNA-seq. 

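The genes of the complement component C1q lie beside each other on chromosome 4, with C1qa from 136895917 to 136898803, C1qb from 136880129 to 136886187 and C1qc from 136889804 to 136893065. At 18 months in the cerebellum, C1qa had 144 ± 18.0 CPM (SD, n = 3) in the libraries labelled ΔLYST-B6 and 50.9 ± 4.16 CPM (SD, n = 3) in WT. This is a log2 fold change of 1.50 (standard error 0.11, adjusted p = 2.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of C1qb and C1qc were 1.46 and 1.41 (standard errors 0.12 and 0.11, adjusted p = 3.64e-05 and 3.56e-05, same test). C3, on chromosome 17 from 57203970 to 57228136, had 38.0 ± 9.12 and 4.20 ± 1.30 CPM, a log2 fold change of 3.18 (standard error 0.24, adjusted p = 0.000135, same test). C4b, on chromosome 17 from 34728380 to 34743882, had 302 ± 44.3 and 84.6 ± 7.82 CPM, a log2 fold change of 1.84 (standard error 0.12, adjusted p = 1.82e-05, same test). These 5 genes passed the threshold under all 14 alternatives. C3ar1, on chromosome 6 from 122847138 to 122856161, had 6.36 ± 0.662 and 3.01 ± 0.646 CPM, a log2 fold change of 1.08 (standard error 0.22, adjusted p = 0.0450, same test). It passed under 6 of the 14 alternatives, in a range of 0.00410 to 0.248, the highest without ΔLYST-B6 replicate 2.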

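In the 18-month forebrain, C1qa, C1qb and C1qc had log2 fold changes of 0.65, 0.57 and 0.65 (adjusted p = 0.162, 0.0853 and 0.120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C3 had 1.49 (adjusted p = 0.393), C4b had 1.38 (0.212) and C3ar1 had 0.51 (0.904, same test). With DESeq2's Wald test C1qa, C1qb, C1qc, C3 and C4b passed, with adjusted p of 1.69e-05, 8.05e-05, 1.69e-05, 0.00229 and 5.98e-05. The replicate block also called C1qa, C1qb, C1qc and C4b, with adjusted p of 0.00241, 0.00841, 0.00841 and 0.000287. Of the 14 alternatives, C1qa passed in 3, C1qb in 4, C1qc in 4, C3 in 1 and C4b in 6. The adjusted p ranged up to 0.566 for C1qa, 0.400 for C1qb, 0.375 for C1qc, 0.967 for C3 and 0.835 for C4b. The list of these 6 genes had a median difference of 0.64 in mean log2 CPM, with 6 of 6 higher (adjusted p = 3.24e-08 with limma's camera and 0.117 with fry). No gene of the list was a DEG there, and 5 passed when adjusted over the list alone. In the 3-month cerebellum, the log2 fold changes of the 6 genes lay between −0.20 for C4b and 0.65 for C3ar1. The interaction of genotype and age in the cerebellum was 2.90 for C3 (adjusted p = 0.0191) and 1.38 for C1qa (0.0392), and it was not past the threshold for C1qb with 1.30 (0.0798), C1qc with 1.26 (0.126) and C3ar1 with 0.43 (0.927).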

Interestingly, GO analysis in forebrain and cerebellum at 3 months of age did not indicate similar changes in immune pathways, suggesting that immune signaling is not widely upregulated in the brain of ΔLYST-B6 mice until there is behavioral evidence of neurodegeneration. 

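At 3 months, the immediate early genes, which respond to neuronal activity within minutes, had the smallest adjusted p of the 17 lists tested in the forebrain and of the 19 in the cerebellum. In the forebrain, their median difference was 0.72 in mean log2 CPM, with 18 of 18 genes higher in the libraries labelled ΔLYST-B6 (adjusted p = 2.71e-25 with limma's camera and 0.00657 with fry). Of these, 14 were DEGs, and 17 passed when adjusted over the list alone. In the cerebellum, the median was 0.53, with 15 of 17 genes higher (8.06e-13 and 0.0379), 0 DEGs and 9 genes past the threshold adjusted over the list alone. In the 3-month cerebellum this was the only list of 19 past the threshold with camera, and with the replicate number as a block there were 5. The fry values are adjusted over all 4 comparisons. Adjusted within the 3-month cerebellum alone, 0 lists passed fry, while 1 did in another split of the 6 libraries. In the 3-month forebrain 1 list passed fry in this way, and another split also gave 1. In the 6 fits that each left out 1 library, from 3 to 9 lists passed there. In the 3-month forebrain, 7 of 17 lists passed, and all but the immediate early genes were past it with camera only. The complement genes that the paper names had a median of 0.25, with 6 of 6 higher (0.000834 and 0.197). The disease-associated microglia had 0.25, with 11 of 13 higher (0.0380 and 0.635), and this list was past the threshold in 5 of its 10 alternatives (range 0.0124 to 0.743). The interferon response list had 0.24, with 10 of 14 higher (0.00677 and 0.356), and the lysosome list 0.09, with 21 of 25 higher (0.00486 and 0.191). No gene of these 4 lists was a DEG in the 3-month forebrain, and 3 genes of each of the complement and disease-associated lists passed when adjusted over the list alone.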

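The difference between the ages was tested itself as the interaction of genotype and age. In the cerebellum, its median was 1.38 for the disease-associated microglia (adjusted p = 4.11e-19 with limma's camera and 0.00194 with fry), 1.36 for the complement genes the paper names (6.10e-13 and 0.0121), 1.48 for the reactive astrocytes (6.74e-14 and 0.00194) and 1.61 for the T cells (4.81e-06 and 0.0183). In the forebrain, it was 0.29 for the disease-associated microglia (0.000136 and 0.307), 0.38 for the complement genes (0.00327 and 0.308) and 0.62 for the reactive astrocytes (5.51e-06 and 0.123). The complement genes the paper names had been chosen on the same libraries, so their difference between the ages was favoured beforehand.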

Further studies evaluating the onset and development of neuroinflammation will be required to identify the role of glial pathophysiology in CHS.

### Contribution of ΔLYST genetic background in phenotype severity

Due to previously reported contributions of genetic background to the development of disease and Purkinje cell loss^10^, we also crossed our ΔLYST-B6 to the DBA/2J (ΔLYST-DBA; official name: DBA/2J-*Lyst* ^*em1Mldn/Mldn*^; MGI 7797858) to analyze motor function and brain histology. Motor behavioral differences were detected in ΔLYST-DBA mice by cumulative ataxia screening starting at 3 months of age and became significant at 4 months of age, continuing to widen until 7 months of age (Supplementary Fig. 7a, *P* ≤ 5.96 × 10^−2^). Additionally, ΔLYST-DBA took significantly longer to cross the 12 mm beam at 5 months of age (Supplementary Fig. 7b, *P* = 4.42 × 10^−^^3^) and the 24 mm beam at 4 months of age (Supplementary Fig. 7b, *P* = 1.59 × 10^−2^) than the WT controls.

Immunofluorescent analysis of Calbindin d-28k revealed large areas of Purkinje cell loss in 3-month-old ΔLYST-DBA mice compared to WT mice. This trend continued to 4- and 7-month-old mice but was not statistically significant at these age points (Supplementary Fig. 8, *P ≥* 0.13).

## Limitations of the study

While this study provides valuable clues towards the neurological pathophysiology in CHS, it has important limitations.

Our results revealed interesting histological changes in the cerebellum, specifically, the Purkinje cells, but additional studies are required to confirm whether the Purkinje cells are the primary cells affected in CHS or are secondarily affected by other upstream processes. The observation that the enlarged lysosomes in Bergmann glia are noted prior to the onset of measurable motor incoordination, could suggest a mechanism of Purkinje cell loss whereby dysfunctional Bergmann glia result in deteriorating Purkinje cell health and eventual death. The plausible role of Bergmann glia in the pathology and progression of CHS should be a focus of future studies.

Additionally, our -omics findings are limited in their spatial granularity. Upregulated immune findings from bulk RNA-seq could represent either diffuse neuroinflammation or the concentration of immune signaling near degenerative cell populations. Similarly, untargeted lipidomic analysis from bulk tissue is unable to account for subcellular localization, which may clarify their pro- or anti-inflammatory effects. Future work disentangling the spatial distribution of transcriptomic and lipidomic alterations seen in the brains of ΔLYST-B6 mice will provide more precise information on the pathophysiology of CHS.

Finally, while we were able to show that the ΔLYST-DBA manifested with an earlier phenotype compared to ΔLYST-B6, our studies have not identified the precise set of genes responsible that could account for this phenotypic variation. Further research is needed to identify the specific genetic factors that contribute to this phenotypic variation, which could provide valuable insights into the mechanisms underlying CHS.

## Conclusion

The ΔLYST-B6 mouse model represents a significant advancement in the study of CHS, providing a comprehensive platform to investigate the pathophysiology of the disease and to explore potential therapeutic interventions. The early onset and progressive nature of neurological symptoms in this model make it particularly valuable for studying the mechanisms of neurodegeneration could pave the way for personalized therapeutic approaches for CHS patients.

## Materials and methods

### Animals

All experiments in mice were approved by the NIH NHGRI Animal Care and Use Committee (ACUC), under the protocol G-14-3, “Mouse models for disorders of lysosomes and lysosomal-related organelles”. All animals were housed in a pathogen-free environment with food and water supplied *ad libitum* under a 12 h light/dark cycle (from 06:00 to 18:00) in an AAALAC-approved facility following National Institutes of Health (NIH) and NHGRI ACUC-approved guidelines. We have complied with all relevant ethical regulations for animal use.

To knockout *Lyst*, we designed two single CRISPR/Cas9 guide RNA sites targeting exons 4 and 53 (Supplementary Table 1a). 

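The GENCODE annotation (release M21, mm10) gives Lyst 53 exons on the forward strand, with 13181 exonic bases of which 11361 are coding. Exon 4 lies on chromosome 13 from 13631009 to 13631099 and exon 53 from 13777041 to 13778803. The guide sequences of Supplementary Table 1a have 20 and 21 nucleotides, and on either strand they occur in 0 of the 8 annotated Lyst transcripts. The genome sequence outside the transcripts was not searched.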

Fertilized eggs were collected from superovulated 129S1/SvImJ (The Jackson Laboratory) females after mating with C57BL/6J males (The Jackson Laboratory). Cas9 protein and gRNA were delivered to the zygotes via electroporation (NEPA21 electroporator, NEPAGENE, Japan), then zygotes were surgically implanted into pseudo-pregnant recipient CB6F1 female mice. Potential founders were screened by PCR and Sanger sequencing, identifying three founders with successful deletion. 

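The deletion that the paper gives, which begins at 13630083 on chromosome 13 of mm10, spans 148883 bp. Against the annotation, it begins 926 bp before exon 4 and ends 162 bp past the last exon of Lyst, so that it takes in 50 exons, from exon 4 to exon 53. It leaves 385 of the exonic bases of Lyst (2.92%) and 192 of the coding bases. Its end lies 5093 bp before the start of Gng4, the next gene on the same strand. In Supplementary Data 1 the same deletion is placed 2 bp lower, which leaves the same exonic bases. The number of bases that it states as deleted from exon 4 to exon 53 is lower than the 12796 exonic bases, 11169 of them coding, that the annotation has inside the deletion.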

A single founder with the largest deletion (Supplemental Data 1) was bred with WT C57BL/6 J (MGI:3028467) to establish the line, and was backcrossed three times to eliminate any off targets and generate germline mutants that lack *Lyst* (C57BL/6J-*Lyst* ^*em1Mldn/Mldn*^*;* MGI:7797890); hereon ΔLYST-B6). Knockout colony was derived from heterozygous in-crosses, and later maintained as a homozygous line from homozygous breeding. Controls were WT C57BL/6 J, originally derived from the heterozygous in-crosses and maintained in parallel with the homozygous line.

Animals were genotyped by multiplex PCR using genomic DNA extracted from a 2-mm tail trimming using the Extract-N-Amp Tissue PCR Kit (XNAT2, Sigma-Aldrich). The multiplex PCR was designed with three primers in one reaction: forward primers upstream of and within the CRISPR/Cas9 cut site, and a reverse primer downstream of the cut site (Supplementary Table 1b). PCR fragments (ΔLYST band at 642 bp and WT band at 447 bp) were resolved on a 1.5% agarose gel with a GeneRuler 1 Kb Plus DNA Ladder (SM1333, Thermo Scientific).

To generate the ΔLYST mutation on a different genetic background, the ΔLYST-B6 mice were backcrossed to DBA/2J line (MGI:2684695), purchased from Jackson Laboratory (000671, Jackson Laboratory, Bar Harbor, ME). A total of nine backcrosses were made using both recipient and donor females and their respective opposite males. Background genotyping was determined by MiniMUGA Background Analysis v0009 until we obtained DBA/2J-*Lyst* ^*em1Mldn/Mldn*^; MGI 7797858 (ΔLYST-DBA/2) (Supplementary Fig. 6, ΔLYST-DBA). Animals were genotyped by multiplex PCR using primers and methods described above (regarding multiplex PCR).

### Animal tissue collection

Animals were euthanized by intraperitoneal lethal injection (>300 mg/kg) of 1.25% tribromoethanol (Avertin). For frozen tissues, including brain, liver, kidney, and spleen, tissues were promptly harvested and frozen in liquid nitrogen and stored at −80°C until downstream processing. For histology, tissues were placed in 4% paraformaldehyde and fixed overnight, and either processed for paraffin embedding, or immersed in 15% to 30% sucrose for OCT embedding. Sciatic peripheral nerves were collected and immediately fixed in 2% glutaraldehyde. Mouse embryonic fibroblasts (MEFs) from WT and mutant mouse strains were isolated from embryos. Briefly, pregnant dams were euthanized by intraperitoneal lethal injection of 1.25% tribromoethanol (>300 mg/kg) at 15.5 days of gestation, embryos were harvested individually from the uterus, euthanized by surgical decapitation, and tissues were minced into a slurry and plated in culture with complete Dulbecco’s modified Eagle’s medium supplemented by 15% fetal bovine serum, 100 IU/mL penicillin, and 100 μg/mL streptomycin.

Additionally, for ΔLYST-DBA/2, animals were euthanized by intraperitoneal lethal injection of 1.25% tribromoethanol (>300 mg/kg) and then perfused (transcardiac perfusion) with PBS to wash the tissues. Tissues were harvested and then immediately placed in 4% paraformaldehyde and fixed overnight before being transferred to 70% ethanol for paraffin embedding.

### Quantitative PCR analysis

Tissues were homogenized with TRIzol Reagent (15596028, Invitrogen) using zirconium beads (D1032-15, Benchmark Scientific) and the BeadBug microtube homogenizer (D1030-E, Benchmark Scientific). Total RNA was extracted using the miRNeasy Mini Kit (217004, QIAGEN) following the manufacturer’s directions, followed by a DNase digestion using the DNAse-*free* DNA Removal Kit (AM1906, Invitrogen) and quantified using the NanoDrop 1000 Spectrophotometer. Reverse transcription was performed using the High-Capacity RNA-to-cDNA Kit (4387406, Applied Biosystems) according to the manufacturer’s instructions.

Quantitative PCR was performed using the Quant Studio 6 Pro Real-Time PCR System (Applied Biosystems). Pre-designed TaqMan Gene Expression Assays (Applied Biosystems) targeting the *Lyst* exon 1-2 boundary (Mm00464952_m1), the *Lyst* exon 52-53 boundary (Mm00465002_m1), and the endogenous control gene *Actb* (Mm00607939_s1) were used according to the manufacturer’s specifications. Each experiment included three technical replicates of each tissue sample from two biological replicates of 3-month-old ΔLYST-B6 and WT mice.

### Western blotting procedure

Tissues were homogenized with RIPA Buffer supplemented with Halt Protease Inhibitor 100X Cocktail (78430, Thermo Fisher Scientific) using bead homogenization as above. Samples were incubated on ice for 15 min and the supernatant was collected after centrifugation at 4 °C for 20 min. MEFs were homogenized using RIPA Buffer with 1X cOmplete Protease Inhibitor Cocktail (5892791001, MilliporeSigma). Protein homogenates were incubated on ice for 15 min and sonicated with the Branson Digital Sonifier 250 on ice, and then the supernatant was collected after centrifugation at 16,100 x *g* for 10 min at 4°C.

Two biological replicates of mouse tissue (40 μg total protein) and two biological replicates of MEF (70 μg total protein) lysates were solubilized and reduced using NuPAGE LDS Sample Buffer (4X) and NuPAGE Sample Reducing Agent (10X) (Invitrogen). Samples were heated at 70 °C for 5 min, centrifuged, loaded onto NuPAGE 3–8% Tris-Acetate mini gels (Invitrogen), and blotted onto nitrocellulose (iBlot2, Invitrogen). Membranes were blocked using Intercept PBS blocking buffer (LI-COR Biosciences), followed by incubation in primary antibody diluted in blocking buffer overnight at 4 °C h at room temperature. Total protein staining was performed using Revert 700 Total Protein Stain (LI-COR Biosciences). Immunodetection was performed using the Odyssey infrared fluorescence system (version 3.0, LI-COR Biosciences). Protein quantification was performed using Empiria Studio software (version 2.2.0.141, LI-COR Biosciences). Antibodies are listed in Supplementary Table 2.

### Immunofluorescence

For indirect immunofluorescence staining, MEFs at 70% confluency were fixed for 1 h at room temperature in 3% paraformaldehyde, rinsed in PBS, and incubated in blocking buffer (1% donkey serum/PBS) for 3 h at room temperature or overnight at 4 °C^.^ Cells were then incubated with primary antibody diluted in 0.1% bovine serum albumin and 0.1% saponin in PBS for 1–2 h at room temperature or overnight at 4 °C, washed three times in 1% saponin in PBS, and incubated with the secondary antibody for 1 h at room temperature. After washing three times, cover slips were mounted using Mounting Medium with DAPI (50011, ibidi). Cells were imaged using a confocal microscope (LSM 880, Zeiss Microscopy, Jena, Germany) at 20X and 63X magnification.

### Peripheral blood smears and bleeding assay

For peripheral blood smears, animals were euthanized as above and approximately 100 μL of blood was collected from the inferior vena cava; a drop of blood was smeared on a SuperFrost White Microscope Slide (4445, Thermo Scientific), dried, and stained with Wright-Giemsa Stain Kit (9990710, Epredia) according to the recommended specifications. Bleeding assay was performed on mice (*n* = 5), sedated by non-lethal (125–300 mg/kg), intraperitoneal injection of 1.25% tribromoethanol, by tail transection, where the transected tail tip was immersed in warm (37°C saline and continuously monitored. Mice with continuous bleeding for over 20 min were considered to have a clotting deficiency and were euthanized by lethal injection of 1.25% tribromoethanol.

### Analysis of tissue sections

4-5 μm paraffin-embedded tissue sections were deparaffinized, hydrated, and subsequently rinsed. H&E was done by Histoserv (Histoserv Incorporated, Germantown, MD) or the Fredrick National Laboratory for Cancer Research (Fredrick National Laboratory, Fredrick MD). For immunohistochemistry, slides were incubated with Background Sniper (BS966, Biocare Medical, Pacheco, CA) for 10 min, then Background Punisher (BP974, Biocare Medical) for 10 min, and rinsed with TBS-T. Slides were incubated with rabbit anti-Calbindin (Supplementary Table 2) for 1 h diluted in Van Gogh Yellow Diluent (PD902, Biocare Medical), washed twice in TBS-T rinses, incubated in MACH 2 (MALP521, Biocare Medical) for 30 min, then DAB+ (DB801, Biocare Medical) for 5 min. All slides were counterstained with CAT Hematoxylin (1:5, CATHE, Biocare Medical) for 2 min. For negative controls, rabbit IgG was used instead of the primary antibody.

For immunofluorescence, thawed OCT-embedded frozen brain sections were briefly rehydrated with PBS, permeabilized with 0.02% saponin in PBS for 10 min, washed with 1X PBS twice, and then blocked (2% donkey serum, 0.02% saponin, 0.075% glycine in PBS) for 1 h at room temperature. Sections were then incubated in 0.1% bovine serum albumin and 0.02% saponin in PBS overnight at 4 °C with the primary antibodies (Supplementary Table 2). After three washes in 0.01% saponin/PBS, sections were incubated in appropriate secondary antibodies (Supplementary Table 2) for 1 h at room temperature, washed three times in 0.01% saponin/PBS, and mounted with Vectashield antifade Mounting Medium with DAPI (H-1200, Vector Laboratories). Cells were imaged using a confocal microscope (LSM 880, Zeiss Microscopy, Jena, Germany) at 20X and 63X magnification.

For immunofluorescence of the cerebellum of the ΔLYST-DBA/2 mice, paraffin-embedded tissues were sagittally cut by Histoserv (Histoserv Incorporated, Germantown, MD) and placed on slides. Brain sections underwent deparaffinization in Hemo-De twice for 15 min each, followed by dehydration in ethanol (100% EtOH – 5 min x2, 95% EtOH – 5 min, 70% EtOH – 5 min, 50% EtOH – 5 min) before being dipped in dH_2_O and rinsed in 1x PBS at room temperature on a shaker. Slides were then microwaved in 0.01 M sodium citrate at 100% power for 5 min, 50% power for 5 min, and 30% power for 5 min for antigen retrieval. Slides were then rinsed in pre-chilled 1x PBS for 15 min then blocked for 1 h at room temperature with 2 mL 2% Donkey serum, 1 mL Triton X-100, and 0.5 g BSA diluted in 42 mL of 1x PBS. After an hour, primary antibody was added and incubated overnight at 4 °C. Slides were then washed twice in PBS-T and once in PBS before adding secondary antibody and incubating for 1 h in the dark. Slides were again washed in PBS-T and PBS before adding Vectashield mounting media with DAPI.

### Behavioral characterization

WT and ΔLYST-B6 mice (male and female) were studied in eleven age groups (6 to 18 months of age; 5 to 10 animals per sex/strain/group).

Mice were assessed for ataxia and neurodegeneration phenotypes by scoring performance on seven screening tests: the ledge test, hindlimb clasping, gait, kyphosis, hindlimb locomotion, hindlimb stance, and ability to traverse a horizontal ladder and beam. Each test was assigned a score per defined performance criteria on a scale of 0–3, and the combined score was calculated across the seven tests. This composite score assesses coordination (ledge test, horizontal ladder, and beam), motor impairment (hindlimb clasping, hindlimb locomotion, hindlimb stance), kyphosis, and gait. Sample size information as follows, 6 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 17 WT (9 male, 8 female); 7 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 17 WT (9 male, 8 female); 8 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 16 WT (9 male, 7 female); 9 mo: *n* = 26 ΔLYST-B6 (9 male, 17 female), *n* = 18 WT (5 male, 13 female); 10 mo: *n* = 11 ΔLYST-B6 (female only), *n* = 7 WT (female only); 11 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 16 WT (9 male, 7 female); 12 mo: *n* = 31 ΔLYST-B6 (11 male, 20 female), *n* = 31 WT (17 male, 14 female), Heterozygous *n* = 3 (1 male, 2 female); 13-15 mo: *n* = 6 ΔLYST-B6 (male only), *n* = 9 WT (male only); 18 mo: *n* = 7 ΔLYST-B6 (3 male, 4 female), *n* = 7 WT (female only).

To further characterize motor coordination and balance, we performed three additional tests, including assessment of the gait by the inkblot footprint test, a horizontal balance beam test, and a vertical pole test.

For the inkblot footprint test, the front paws of 12-month-old mice were coated with non-toxic green ink and the hind paws coated in non-toxic black ink. Animals were then placed in a 60-cm long and 5-cm wide runway (with 30-cm clear, Perspex walls) with a small hut at the far end. A sheet of paper was placed on the bottom of the runway for each trial. Paw prints were analyzed as the average of four steps for (1) stance width, the average distance apart of the two front feet and the two hind feet, respectively; (2) stride length, the average distance of forward strides measured from the center of the middle paw pad on the same foot; (3) paw angle, the rotation of the paw away or towards the midline; and (4) stride angle, the angle between the midline of the mouse to the line between the hind paw and opposite front paw. Sample size information: *n* = 10 ΔLYST-B6 (3 male, 7 female), *n* = 4 WT (2 male, 2, female).

To test motor coordination and balance, a horizontal balance beam test was performed. Three days prior to testing, training sessions were performed on a 28-32-mm square beam to teach the mice how to compliantly run the length of the beam. At training day three, each mouse was able to traverse the beam for 4 consecutive trials. Mice were considered trained at the end of day 3 if they showed stable beam traversing behavior. Testing was conducted on two 80-cm long square beams, 24-mm and 12-mm wide, that were approximately 50-cm high with padding below the beam. The total time to traverse the beam and the total number of hind foot slips were averaged over three trials. Trial time was capped at 60 sec to traverse the beam. The total number of falls off the beam was also recorded. Sample size information as follows, 6 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 18 WT (9 male, 9 female); 7 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 18 WT (9 male, 9 female); 8 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 18 WT (9 male, 9 female); 9 mo: *n* = 25 ΔLYST-B6 (9 male, 16 female), *n* = 29 WT (14 male, 15 female); 10 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 17 WT (9 male, 8 female); 11 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 17 WT (9 male, 8 female); 12 mo: *n* = 31 ΔLYST-B6 (11 male, 20 female), *n* = 31 WT (17 male, 14 female), *n* = 3 Heterozygous (1 male, 2 female); 13-15 mo: n = 6 ΔLYST-B6 (male only), *n* = 9 WT (male only); 18 mo: *n* = 7 ΔLYST-B6 (3 male, 4 female), *n* = 7 WT (female only).

Balance and coordination were also investigated using the vertical pole test. Briefly, mice were placed head up towards the top of a 50-cm high vertical pole with a diameter of 10 cm secured in the center of the home cage. The time taken for the animals to turn to a head downward position and the time to descend the pole after turning around were recorded and averaged over three trials. Sample size information as follows, 6 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 19 WT (9 male, 10 female); 7 mo: *n* = 18 ΔLYST-B6 (7 male, 11 female), *n* = 19 WT (9 male, 810 female); 8 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 19 WT (9 male, 10 female); 9 mo: *n* = 14 ΔLYST-B6 (9 male, 5 female), *n* = 11 WT (5 male, 6 female); 10 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 19 WT (9 male, 10 female); 11 mo: *n* = 17 ΔLYST-B6 (6 male, 11 female), *n* = 18 WT (9 male, 9 female); 12 mo: *n* = 31 ΔLYST-B6 (11 male, 20 female), n = 32 WT (17 male, 15 female), *n* = 3 Heterozygous (1 male, 2 female); 13 mo: *n* = 6 ΔLYST-B6 (male only), n = 9 WT (male only); 14-15 mo: *n* = 4 ΔLYST-B6 (male only), *n* = 9 WT (male only); 18 mo: *n* = 7 ΔLYST-B6 (3 male, 4 female), *n* = 7 WT (female only).

WT and ΔLYST-DBA mice (male and female) were studied in five age groups, including 3, 4, 5, 6, and 7 months of age. Each experiment included 3-5 animals per sex/strain group. The ΔLYST-DBA model were subjected to the same behavioral characterization similar to the ΔLYST-B6 model.

### Cerebellar Purkinje cell quantification

The quantification of cerebellar Purkinje cells was adapted from a previous publication^10^.

To determine the length of the Purkinje cell layer, a computer-assisted pipeline with researcher input was developed; all code is publicly available at https://github.com/mkhapp/Purkinje_Cell_Linear_Density/. Nuclear and calbindin stains were separated via color deconvolution utilizing QuPath 0.5.1. Next, using ImageJ-1.54i, the cerebellum granular layer was isolated from the nuclear-stained image using a top hat filter (radius 5), followed by a Gaussian blur filter (sigma 90), further isolated via Otsu thresholding, and eroded slightly to account for size increase due to blurring. This isolated layer was then presented to the supervising researcher for quality control. The outer perimeter of the granular layer was then measured (subtracting the distance between the start and end of the Purkinje cell layer). The linear density of the Purkinje cell layer was calculated by dividing the total number of manually counted Purkinje cells by the total length (mm) for each sample. The linear density is recorded as Purkinje cells per mm. Sample size information as follows, 3 mo: *n* = 10 ΔLYST-B6 (5 male, 5 female), *n* = 10 WT (5 male, 5 female); 6 mo: *n* = 9 ΔLYST-B6 (4 male, 5 female), *n* = 10 WT (5 male, 5 female); 9 mo: *n* = 9 ΔLYST-B6 (4 male, 5 female), *n* = 9 WT (4 male, 5 female), *n* = 1 Heterozygous (male); 12 mo: *n* = 8 ΔLYST-B6 (4 male, 4 female), *n* = 7 WT (5 male, 2 female), *n* = 1 Heterozygous (male); 15 mo: *n* = 6 ΔLYST-B6 (3 male, 3 female), *n* = 4 WT (female only); 18 mo: *n* = 10 ΔLYST-B6 (5 male, 5 female), *n* = 10 WT (5 male, 5 female). Slides from the ΔLYST-DBA mice were imaged and counted using the same methods as the ΔLYST-B6 slides described above.

### Transmission and whole-mount electron microscopy

Fixed sciatic nerve tissue samples were washed with 0.1 M cacodylate buffer (pH 7.4) buffer, post-fixed with 1% OsO_4_ for 2 h, rinsed with 0.1 M cacodylate buffer then water, and placed in 1% uranyl acetate for 30 min. The nerve tissues were subsequently dehydrated in ethanol and propylene oxide and embedded in EMBed 812 resin (Electron Microscopy Sciences, Hatfield, PA). Approximately 80 nm thin sections were obtained with the Leica Ultracut-UCT Ultramicrotome (Leica Microsystems, Buffalo Grove, IL) and placed onto 300 mesh copper grids and stained with UranyLess (22409-20, Electron Microscopy Sciences, Hatfield, PA) and then with lead citrate.

Platelets were isolated by low-speed centrifugation of citrated plasma, washed briefly in PBS, and fixed in 2.5% glutaraldehyde for 30 min. Platelets in solution were then dropped onto grids and briefly dried. The grids were viewed with a JEM_1200_EXII Electron Microscope (JEOL Ltd, Tokyo, Japan) at 80 kV, and images were recorded on the XR611M 10. 5-megapixel, mid-mounted CCD camera (Advanced Microscopy Techniques Corp, Danvers, MA).

### Nerve fibril quantification

Analysis of peripheral sciatic nerves was performed by evaluating toluidine blue-stained slides. Each slide contained 4-7 cross sections of nerve and was imaged at 20X magnification and 1080 × 1080-pixel resolution. A blinded investigator manually counted the total number of nerve fibers in each cross-section of nerve. The fiber counts of each section were averaged and combined with other samples of the same strain to calculate the mean nerve fibers (expressed as mean $$\pm \,$$SD). The total number of nerve fibers was plotted to evaluate the standard normal distribution for WT and ΔLYST-B6 mice. Analysis included 2 biological replicates of male ΔLYST-B6 and WT at 3- and 24- months of age with technical replicates of each sample (3 mo ΔLYST-B6 sample A: 4 replicates, 3 mo ΔLYST-B6 sample B: 9 replicates, 3 mo WT sample A: 22 replicates, 3 mo WT sample A: 12 replicates, 24 mo ΔLYST-B6 sample A: 6 replicates, 24 mo ΔLYST-B6 sample B: 5 replicates, 24 mo WT sample A: 12 replicates, 24 mo WT sample B: 11 replicates). Technical replicates were used for statistical analysis due to the limited resource availability of sectioned nerve tissue.

### Lipidomic analysis and RNA sequencing

Untargeted lipidomics of the left forebrain and cerebellar hemisphere of 18-month-old mice (*n* = 3 per strain) was done by Creative Proteomics (Shirley, NY). Normalized quantifications of individual lipids and lipid classes detected by mass spectrometry were grouped by brain area and genotype. Significant differences in abundances of both individual lipids and lipid classes between WT and ΔLYST-B6 mice were evaluated using a Two-Sample T-Test, with Bonferroni corrections to account for multiple testing in individual lipids. Results were summarized by sparse Partial Least Squares Discrimination Analysis (sPLS-DA) with the *mixOmics* R package^36^. Results from sPLS-DA and levels of individuals lipids and classes were plotted using the *ggplot2*, while heatmaps were plotted using the *gplots* R package.

RNA extraction from frozen right forebrain and cerebellar hemisphere, library preparation, and standard bulk RNA-sequencing (Illumina NovaSeq platform) were performed by Azenta Life Sciences. Reads were aligned to mm10 using HISAT2^37^, and read counts were generated using DESeq2^38^. Differential expression was determined using the *results ()* function in the DESeq2^38^ R package. All differentially-expressed genes (adjusted *P* ≤ 0.05) were then tested for functional enrichment using the WebGestaltR^39^ R package. Metascape, an online gene and pathway annotation tool, was also used for comprehensive visualization of altered expression^40^.

### Statistics and Reproducibility

All data visualization and statistical analyses were conducted in R. For all experiments, WT and ΔLYST-B6 mice were compared by either two-tailed Student’s *t-test* assuming equal variances or two-tailed Student’s *t-test* assuming unequal variances. Data are presented as the mean $$\pm \,$$1 SE with a *P* of ≤ 0.05 considered statistically significant for individual comparisons. For comparisons with multiple testing considerations, a Bonferroni correction was used to set the significance threshold.

The sample size was determined by resource availability and feasibility of experiments. The sample size of animals for various experiments was deemed sufficient to demonstrate reproducibility of acquired results and to provide sufficient data for calculated power while also considering ethical use and treatment of experimental animals. Experimental groups were determined by animal genotype; however, covariates were controlled by using inbred transgenic animals. The qPCR and Western Blot experiments were repeated with consistent results across the tissue types of 3–6 animals per sex/strain. Experiments, including behavioral assays and histological analyses, were repeated in separate trials with consistent results across cohorts of 5–10 animals per sex/strain/age group.

Histological images of tissue that were severely damaged in the preparation of tissues and slides were excluded from quantification (nerve fibril/Purkinje cells) data analysis. This exclusion was to reduce the influence of artifacts and tissue preparation in statistical analysis. During behavioral testing using the balance beam, animals who scooted across the beam were excluded from analysis due to the inappropriate crossing of the beam not accepted by the methodology. Nerve fibril quantification and Purkinje cell quantification was performed by a blinded investigator. Histological imaging of the brain, retina, and blood smear was performed by a blinded investigator. Investigator blinding was not possible for behavioral testing due to the visually distinct phenotypic coat color of the mutant mice.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4a

Supplementary Data 4b

Supplementary Data 5

Description of Additional Supplementary Files

Reporting summary

Transparent Peer Review file

## Data Availability

All data supporting the findings of this study are available within the paper and Supplementary Information. All data and accompanying information for the transcriptomic and lipidomic datasets used in this study is publicly available and deposited in Gene Expression Omnibus (GEO accession number GSE266142). Numerical data for enrichment, P value, and FDR from RNA-seq analysis of the forebrain and cerebellum in 3- and 18-month-old WT and ΔLYST-B6 mice can be found in Supplementary Data 3. Source data for figures can be found in Supplementary Data 5.

## Abbreviations

CHS: Chediak-Higashi syndrome;
LYST: Lysosomal Trafficking Regulator
IF: immunofluorescence
IHC: immunohistochemistry
WT: Wild Type
PMN: polymorphonuclear leukocytes
MEF: Mouse Embryonic Fibroblasts
TEM: transmission electron microscopy
qPCR: quantitative polymerase chain reaction
PD: Parkinson’s Disease
AD: Alzheimer’s Disease

# Supplementary material for: A murine model lacking Lyst recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype
**Source:** Commun Biol. 2025 Jul 18;8:1064. doi: 10.1038/s42003-025-08482-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Supplementary Figures and Legends

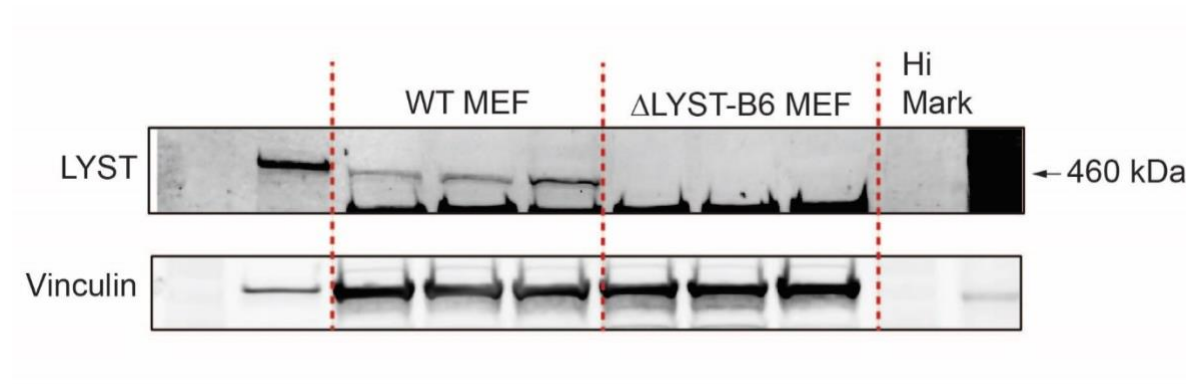

**Supplementary Figure 1.** LYST protein levels detected by western blot in WT and  $\Delta$ LYST-B6 mouse embryonic fibroblasts (MEFs) relative to the vinculin loading control (two biological replicates- first two bands- with one technical replicate in the third well). WT, wild-type;  $\Delta$ LYST-B6, *Lyst* homozygous knockout (C57BL/6J background).

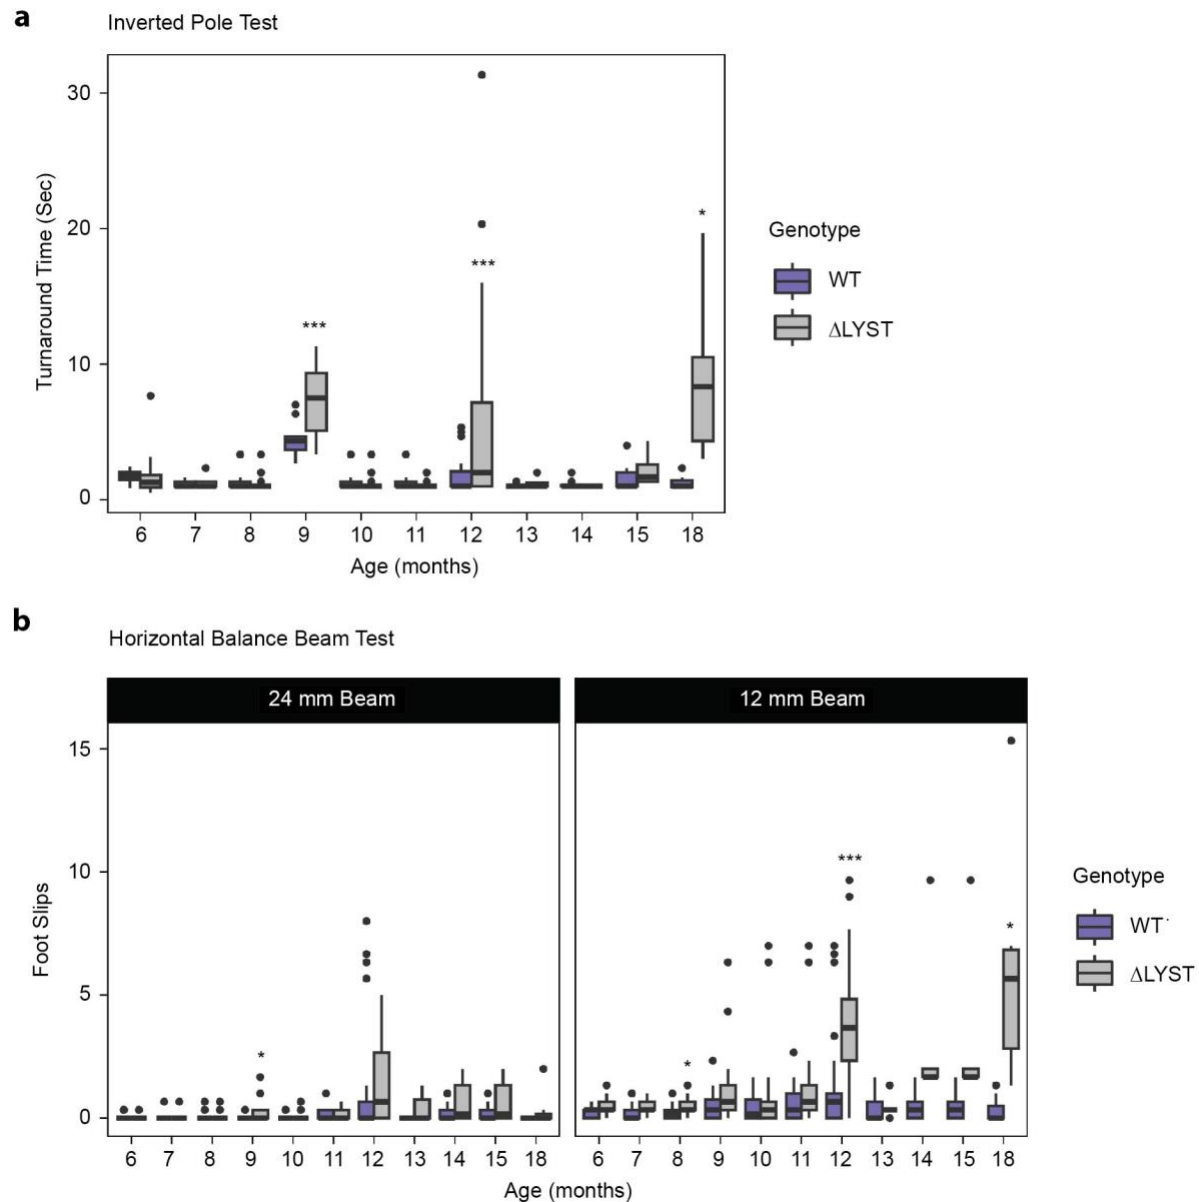

**Supplementary Figure 2.** Additional neurobehavioral analysis of the  $\Delta$ LYST-B6 mouse model.

**a.** Average turnaround times from the inverted pole test of WT and  $\Delta$ LYST-B6 mice from the ages of 6 to 18 months. **b.** Average number of foot slips of WT and  $\Delta$ LYST-B6 mice while crossing a 24-mm beam and 12-mm beam. WT, wild-type;  $\Delta$ LYST-B6, *Lyst* homozygous knockout (C57BL/6J background). Student's two-sample t-test: \* =  $P < 0.05$ , \*\* =  $P < 0.01$ , \*\*\* =  $P < 0.001$ .

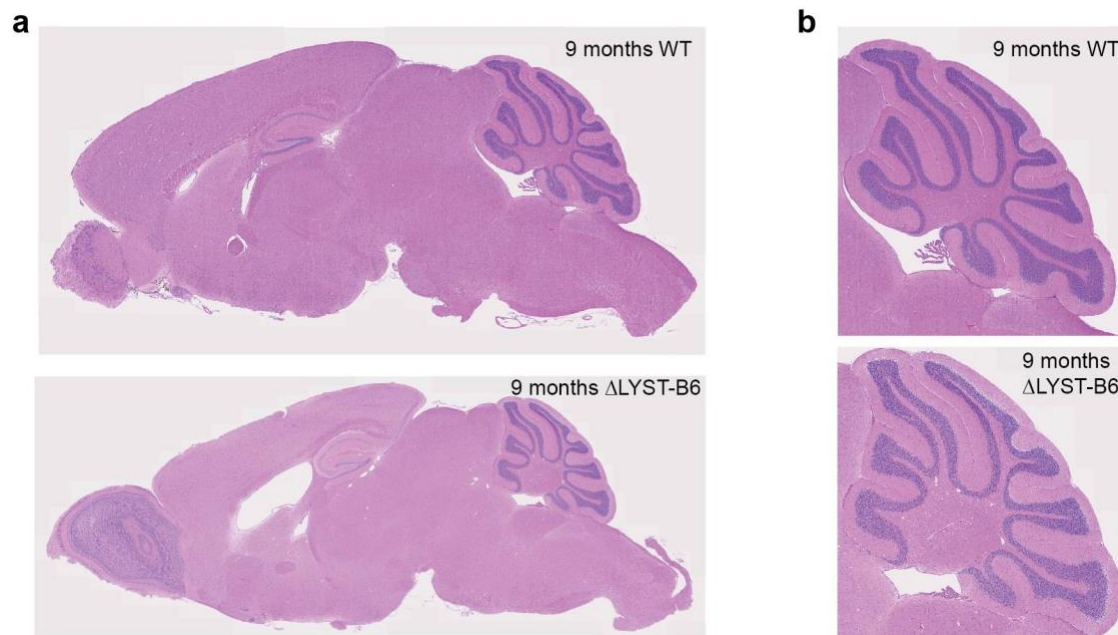

**Supplementary Figure 3.** **a.** Representative images of H&E-stained sagittal brain of 9-month-old WT control and  $\Delta$ LYST-B6 mice. **b.** Representative images of H&E-stained cerebellum of 9-month-old WT control and  $\Delta$ LYST-B6 mice. Purkinje cells are dark purple/blue cells above the purple granular layer.  $\Delta$ LYST-B6 mice showed a reduction in the Purkinje cell layer. WT, wild-type;  $\Delta$ LYST-B6, *Lyst* homozygous knockout (C57BL/6J background).

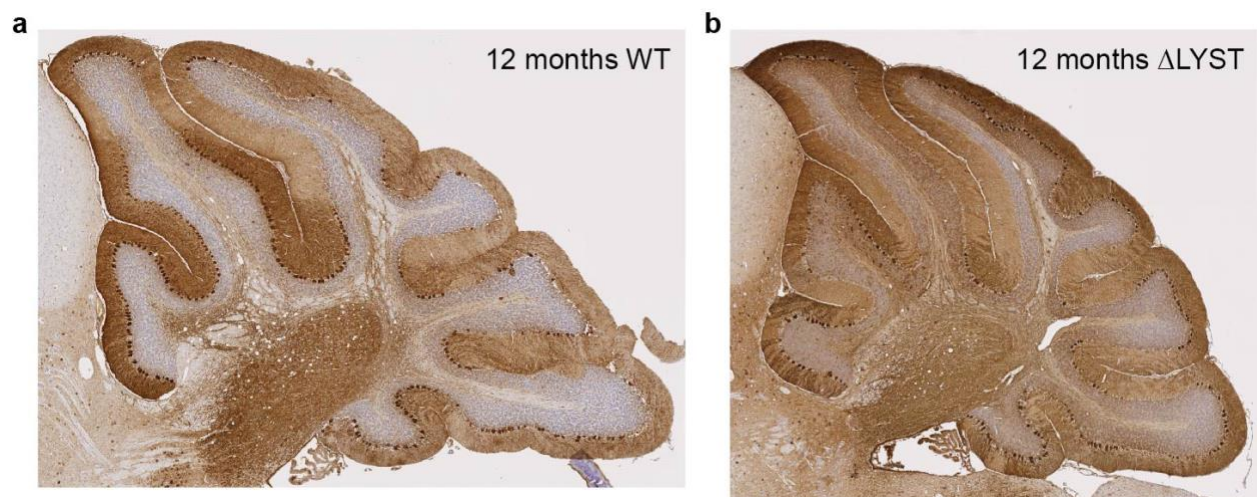

**Supplementary Figure 4.** Representative images of Calbindin-28k stained cerebellum of 12-month-old WT control (**a**) and  $\Delta$ LYST-B6 mice (**b**). Purkinje cells are dark brown cells above the

blue-grey granular layer.  $\Delta$ LYST-B6 mice showed a reduction in the Purkinje cell layer. WT, wild-type;  $\Delta$ LYST-B6, *Lyst* homozygous knockout (C57BL/6J background).

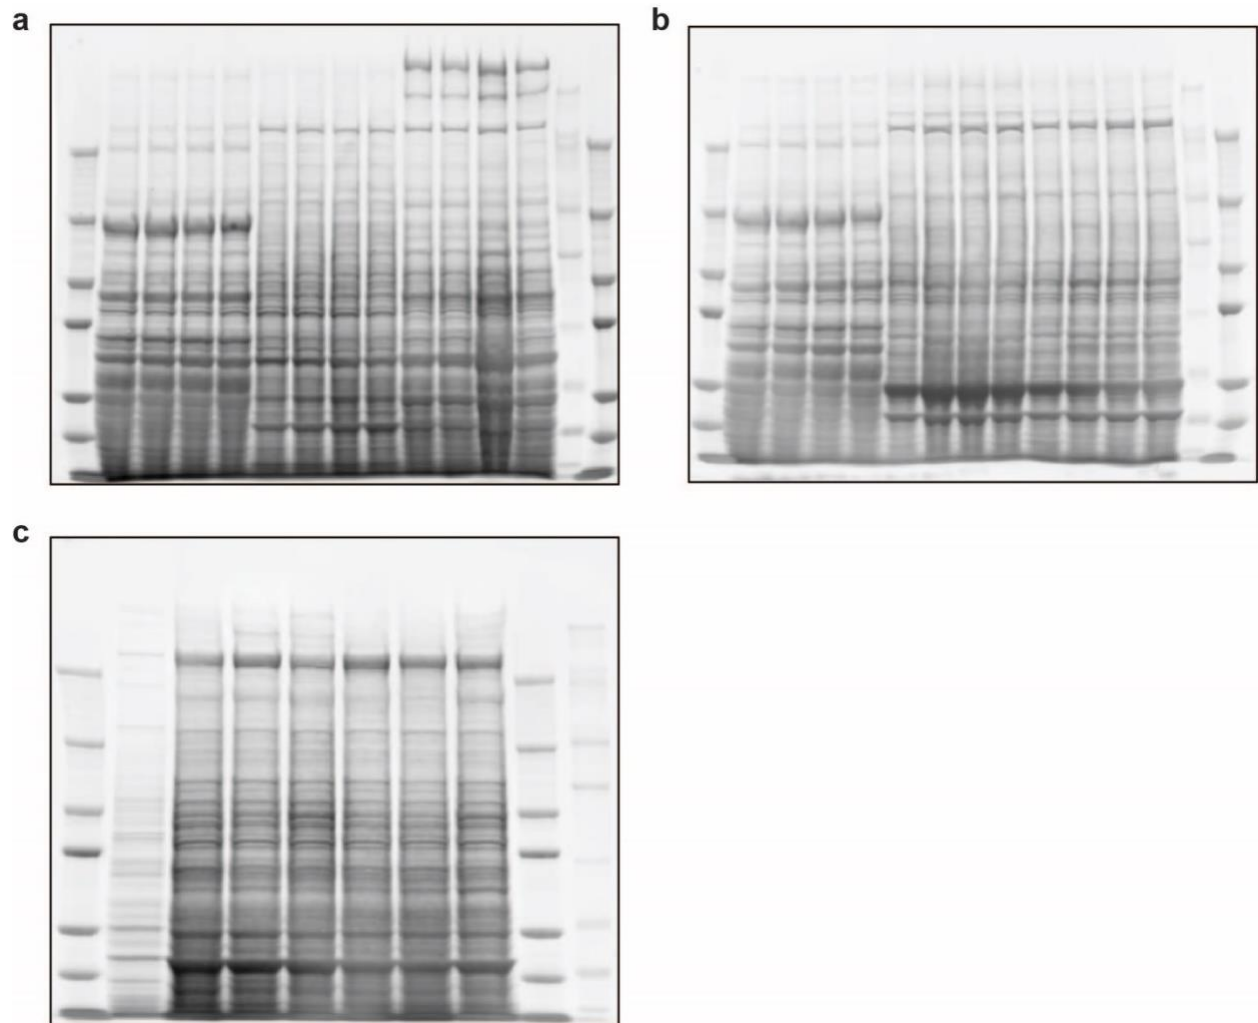

**Supplementary Figure 5.** All uncropped western blots used in this study. Western blots in the main figures are cropped to show bands of interest for LYST and vinculin control. Here we show the full blots from Figure 1d (a, b) and Supplementary Figure 1 (c).

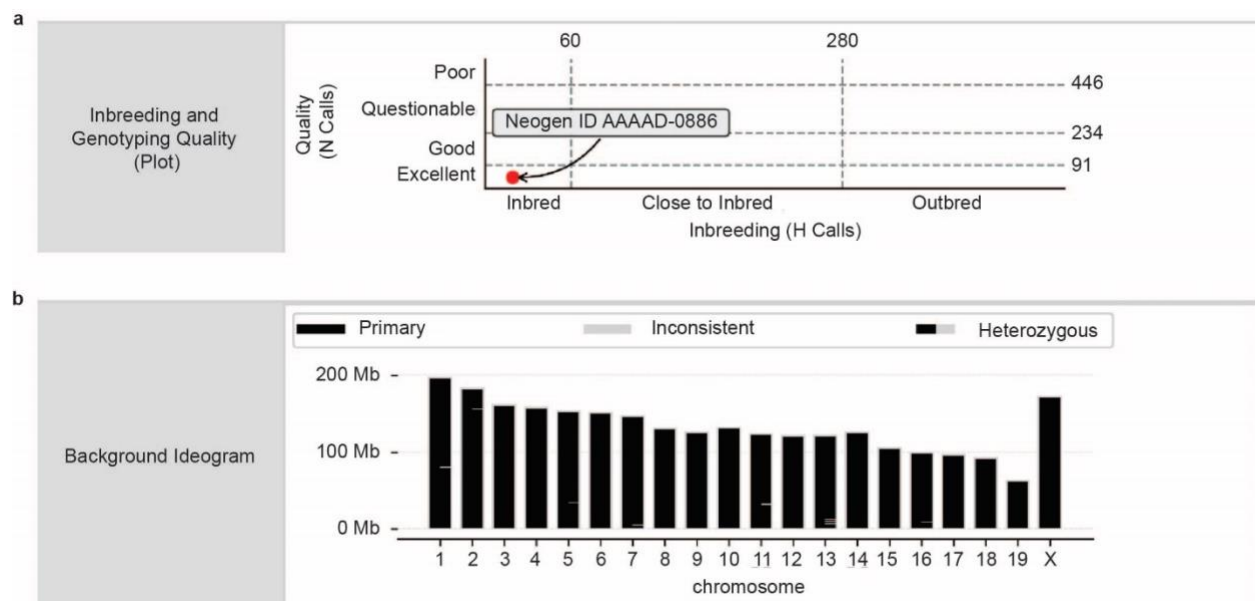

**Supplementary Figure 6.** SNP array showing complete backcrossing of the  $\Delta$ LYST mutation on to a DBA/2J background ( $\Delta$ LYST-DBA).

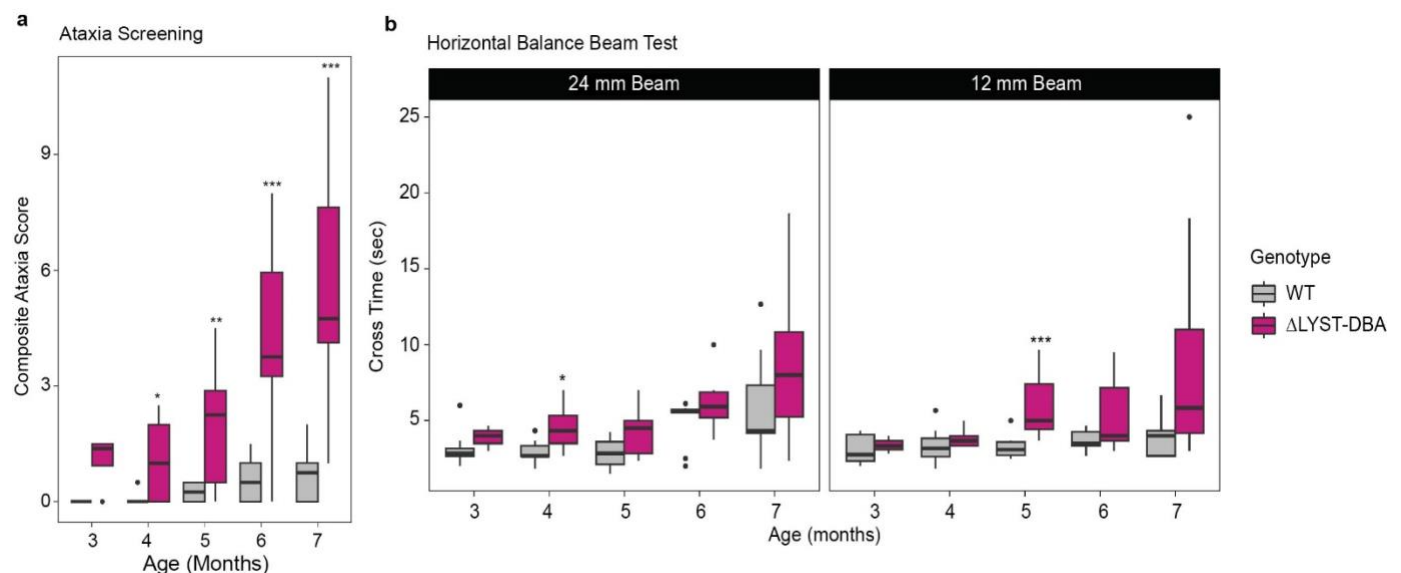

**Supplementary Figure 7.** Neurobehavioral analyses of the  $\Delta$ LYST-DBA mouse model. **a.** Average cumulative ataxia scores from ataxia screening of WT and  $\Delta$ LYST-DBA mice from the age of 3 to 7 months. **b.** Average cross time of 24-mm beam and 12-mm beam from the

horizontal balance beam test of WT and  $\Delta$ LYST-DBA mice from the age of 3 months to 7 months. WT, wild-type;  $\Delta$ LYST-DBA, *Lyst* homozygous knockout (DBA/2J background). Student's two-sample t-test: \* =  $P < 0.05$ , \*\* =  $P < 0.01$ , \*\*\* =  $P < 0.001$ .

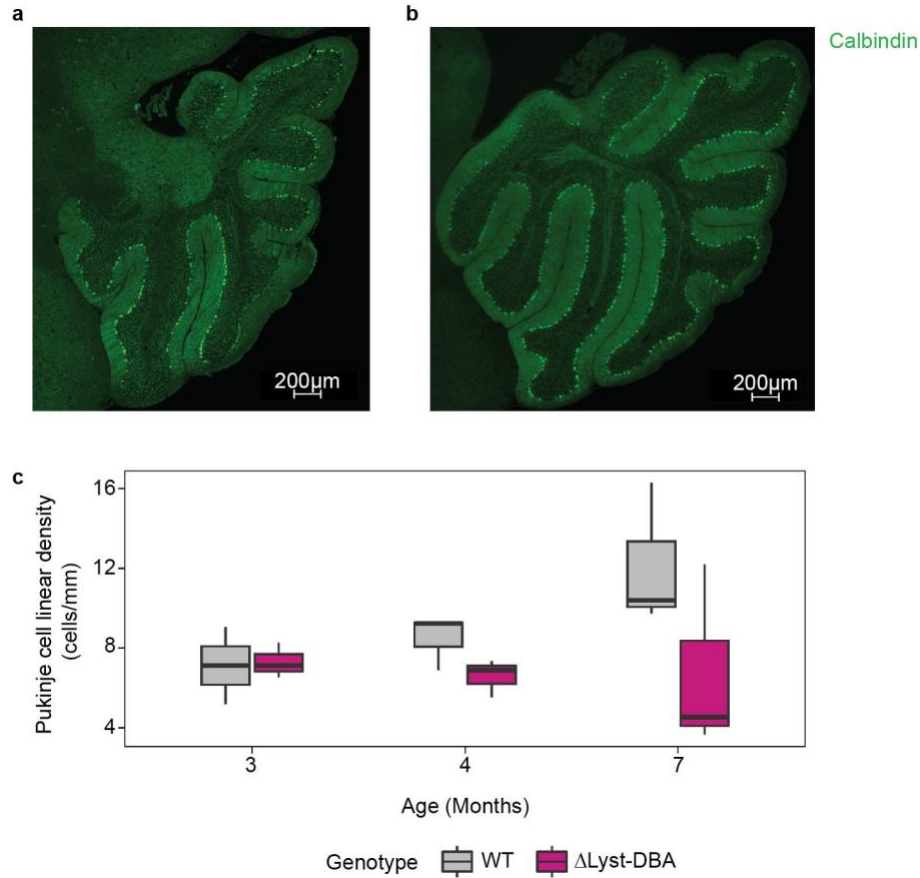

**Supplementary Figure 8.** Immunofluorescent analyses of  $\Delta$ LYST-DBA cerebellum. **a.** Representative image of immunofluorescent Calbindin-28k stained cerebellum of 7-month-old WT control. **b.** Representative image of immunofluorescent Calbindin-28k stained cerebellum of 7-month-old  $\Delta$ LYST-DBA mouse. Purkinje cells are the bright green cells above the blue layer.  $\Delta$ LYST-DBA mice showed a loss of the Purkinje cell layer as compared to WT controls. **c.** Average number of Purkinje cells in 3-, 4-, and 7-month-old WT and  $\Delta$ LYST-DBA mice. WT, wild-type;  $\Delta$ LYST-DBA, *Lyst* homozygous knockout (DBA/2J background).

## **Supplementary Tables**

### **Supplementary Table 1. Guide RNA, genotyping primers and PCR thermocycling parameters**

#### **Supplementary Table 1a. Guide RNA (5'-3')**

| Target Exon | Promoter           | sgRNA Target Site     | Universal Primer Overlap |
|-------------|--------------------|-----------------------|--------------------------|
| Exon 4      | taatacgactcactatag | gtggccctgctgttaacatg  | tttagagctaga             |
| Exon 53     | taatacgactcactatag | gtcactgctgtgtacaagtcg | tttagagctaga             |

#### **Supplementary Table 1b. Genotyping Primers**

| Primer Name | Direction | Primer Sequence (5'-3')         |
|-------------|-----------|---------------------------------|
| UpF         | Forward   | gcatttgctgctaagcctaacagtacattc  |
| UpR         | Reverse   | gctattgctgggacacttgcgacat       |
| DnR         | Reverse   | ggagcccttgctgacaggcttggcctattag |

**Supplementary Table 1c. Genotyping PCR Thermocycling Parameters**

| Temperature (°C) | Time   |           |
|------------------|--------|-----------|
| 95               | 3 min  |           |
| 95               | 30 sec | 30 cycles |
| 55               | 30 sec |           |
| 72               | 1 min  |           |
| 72               | 7 min  |           |
| 10               | ∞      |           |

**Supplementar2 Table 2. Antibodies used****Supplementary Table 2a. Primary Antibodies**

| Antibody                       | Manufacturer                         | Catalog Number                   | Dilution |
|--------------------------------|--------------------------------------|----------------------------------|----------|
| Anti-LYST rabbit polyclonal    | Atlas antibodies                     | HPA055725                        | 1:555    |
| Anti-LYST rabbit polyclonal    | Novus Biologicals                    | NBP2-56533                       | 1:625    |
| Anti-vinculin mouse monoclonal | Sigma                                | SAB4200080, clone V284, purified | 1:10,000 |
| Anti-LAMP1                     | Developmental Studies Hybridoma Bank | 1D4B                             | 1:200    |
| Rabbit anti-Calbindin D-28k    | Swant                                | CB38                             | 1:10,000 |
| Anti-PCP4                      | Thermo Scientific                    | PA5-52209                        | 1:1000   |
| Anti-GFAP                      | Invitrogen                           | PA1-10004                        | 1:1000   |

**Supplementary Table 2b. Secondary Antibodies**

| Antibody                                      | Manufacturer       | Catalog Number | Dilution |
|-----------------------------------------------|--------------------|----------------|----------|
| IRDYE 800CW-conjugated donkey anti-rabbit IgG | LI-COR Biosciences | 926-32213      | 1:5000   |
| IRDYE 680RD-conjugated donkey anti-mouse      | LI-COR Biosciences | 926-68072      | 1:5000   |
| Alexa Fluor 488                               | Invitrogen         | A21208         | 1:300    |
| Alexa Fluor Phalloidin 555                    | Invitrogen         | A34055         | 1:40     |
| Alexa Fluor 633                               | Invitrogen         | A11039         | 1:100    |
| Alexa Fluor 555                               | Abcam              | Ab150154       | 1:100    |
| Alexa Fluor 488                               | Invitrogen         | A21070         | 1:100    |

# Supplementary material for: A murine model lacking Lyst recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype
**Source:** Commun Biol. 2025 Jul 18;8:1064. doi: 10.1038/s42003-025-08482-1
**Supplement:** Supplementary file 2 — Supplementary Data 1

**Supplementary Data 1.** Deleted allele sequence

Determined by UCSC mouse genome browser GRCm38/mm10

Genomic: 13,630,081-13,778,963: **148,883 bp deleted**

Exon 4 to Exon 53 deleted: 9001 bp deleted

Deleted sequence using PCR primers (UpF-DnR)

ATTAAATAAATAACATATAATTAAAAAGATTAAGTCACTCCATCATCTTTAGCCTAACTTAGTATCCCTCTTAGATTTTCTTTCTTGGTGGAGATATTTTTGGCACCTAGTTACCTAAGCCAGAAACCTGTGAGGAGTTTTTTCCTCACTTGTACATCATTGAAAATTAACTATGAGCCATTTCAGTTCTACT

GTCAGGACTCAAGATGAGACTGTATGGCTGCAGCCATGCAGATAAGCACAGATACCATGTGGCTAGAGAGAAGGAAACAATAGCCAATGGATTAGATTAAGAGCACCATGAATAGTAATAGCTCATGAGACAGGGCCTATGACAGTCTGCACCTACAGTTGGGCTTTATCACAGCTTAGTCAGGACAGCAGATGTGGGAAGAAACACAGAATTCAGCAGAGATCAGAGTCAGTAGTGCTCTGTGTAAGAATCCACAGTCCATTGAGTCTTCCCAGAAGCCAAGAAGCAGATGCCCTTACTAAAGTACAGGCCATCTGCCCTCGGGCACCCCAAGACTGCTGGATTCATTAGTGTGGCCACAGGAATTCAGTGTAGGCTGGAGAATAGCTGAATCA

# Supplementary material for: A murine model lacking Lyst recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype
**Source:** Commun Biol. 2025 Jul 18;8:1064. doi: 10.1038/s42003-025-08482-1
**Supplement:** Supplementary file 7 — Supplementary Data 5

# Supplementary material for: A murine model lacking Lyst recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype
**Source:** Commun Biol. 2025 Jul 18;8:1064. doi: 10.1038/s42003-025-08482-1
**Supplement:** Supplementary file 7 — Supplementary Data 5

| 19260 | 11/4/21 | 17.30 | 75.00 | 1 | F | HOM | 3239 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 19327 | 12/26/21 | 15.57 | 67.57 | 1 | M | HOM | 3239 |
| 19327 | 12/26/21 | 15.57 | 67.57 | 2 | M | HOM | 3239 |
| 19327 | 12/26/21 | 15.57 | 67.57 | 3 | M | HOM | 3239 |
| 19277 | 12/26/21 | 15.57 | 67.57 | 1 | F | HOM | 3239 |
| 19277 | 12/26/21 | 15.57 | 67.57 | 2 | F | HOM | 3239 |
| 19277 | 12/26/21 | 15.57 | 67.57 | 3 | F | HOM | 3239 |
| 19270 | 12/7/21 | 16.20 | 70.29 | 6 | F | HOM | 3253 |
|  |  |  |  |  |  |  |  |
| 19259 | 11/3/21 | 17.33 | 75.14 | 3 | F | WT | 3248 |
| 19259 | 11/3/21 | 17.33 | 75.14 | 4 | F | WT | 3248 |
| 19259 | 11/3/21 | 17.33 | 75.14 | 5 | F | WT | 3248 |
| 19275 | 12/21/21 | 15.73 | 68.29 | 1 | F | WT | 19289 |
| 19275 | 12/21/21 | 15.73 | 68.29 | 2 | F | WT | 19289 |
| 19275 | 12/21/21 | 15.73 | 68.29 | 3 | F | WT | 19289 |
| 19275 | 12/21/21 | 15.73 | 68.29 | 4 | F | WT | 19289 |

# Supplementary material for: A murine model lacking Lyst recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype
**Source:** Commun Biol. 2025 Jul 18;8:1064. doi: 10.1038/s42003-025-08482-1
**Supplement:** Supplementary file 7 — Supplementary Data 5

## Pathology Preliminary Report

Accession Number: MS2302160

NE / D

Date Submitted: 03/07/2023

Date received by DVR: 03/08/2023

Number of animals: 3

Species: MOUSE

Source of animal(s):

Date animal(s) received from source:

| Entry # | Animal ID    | Sex | Strain    | Age  | Campus   | Building | Room  | Cage         | Weight | Status | Date & Time of Death | Euthanasia Agent |
|---------|--------------|-----|-----------|------|----------|----------|-------|--------------|--------|--------|----------------------|------------------|
| 1       | EP#3         | F   | Hom X HOM | 1 YR | Bethesda | 49       | 3D13B | 19269/1<br>A |        | L      |                      |                  |
| 2       | EP#2         | M   | Hom X HOM | 1 YR | Bethesda | 49       | 3D13B | 17496/1<br>A |        | L      |                      |                  |
| 3       | DOB:10/22/21 | M   | Hom X HOM | 1 YR | Bethesda | 49       | 3D13B | 19312/1<br>A |        | L      |                      |                  |

**Hazards:** Infectious agent: **No** Radionuclide: **No** Chemical agent: **No** Import Number:

### Remarks / History / Procedures:

3 single housed >1 yr old mice written up 3/7/23/am. for: CC# 19269-slight hunching, dehydration and tender abdomen, with minor rectal prolapse. Prolapse treated with panalog. CC# 17496-slight dehydration, enlarged bladder, OS slightly swollen with discharge, and slight increased RR. Bladder was expressed and dark yellow urine observed. 3 X AB ophthalmic ointment applied to eye. CC#19312- Slight hunching, abnormal breathing, lethargy, dehydration, distended abdomen with enlarged organs, (bladder distended). Urine was able to be expressed. Please perform full necropsy and check brain, spinal cord, please do pathology analysis for liver and spleen. Please use CAN# 8329269 if needed. \*\*\* Dr. Maclarty is now the APD. for NHGRI.

### Preliminary Diagnosis:

- A Syndrome, lymphoma,
- B Harderian gland, hyperplasia, rule out adenoma, left
- C Kidney, hydronephrosis, severe, unilateral, right
- C Lung, possible eosinophilic macrophage pneumonia, right middle lobe

### Preliminary Diagnosis Summary:

Three adult agouti mice are submitted live for evaluation. They are identified as a female mouse from Cage 19269, designated as A; a male mouse from Cage 17496, designated as B; and a male mouse from Cage 19312, designated as C. The findings are as follows:

Mouse A: The mouse is relatively well hydrated and well-muscled and contains a small amount of body fat. The left submandibular lymph node is moderately enlarged. The mesenteric lymph node is moderate to severely enlarged uniformly. The spleen is moderately enlarged uniformly. A mass is present in the region of the thymus measuring 0.7 x 0.5 x 0.2 cm on the left side. The heart, lungs, liver, kidneys, GI tract, uterus and ovaries and brain appear grossly normal. There is minimal eversion of the rectum in the 5 to 7 o'clock position of the anus. A sample of colonic content is obtained for PCR for *Helicobacter*. The stomach contains a moderate amount of ingesta. Small intestines, cecum and colon appear normal. Tissues are collected for histopathology.

Mouse B: The mouse has a mildly protruding left eye. The eyes appear grossly normal. Examination reveals the left Harderian gland to be mildly enlarged. Hydration is fair. The heart, lungs, liver, kidneys, spleen, GI tract, testes and brain appear grossly normal. Select tissues are obtained for histopathology.

Mouse C: Hydration is good. The mouse is relatively well-muscled and contains adequate body fat. The right kidney is severely enlarged and distended with urine. It is reddish-brown and measures 3.0 x 2.5 x 2.0 cm. The left kidney appears normal. The heart, liver, spleen, GI tract, testes and brain appear grossly normal. A small amount of ingesta is present within the stomach and formed content is present in the colon. The urinary bladder is mild to moderately distended with urine. A 2 x 2 mm region of the right middle lung lobe appears gray and slightly consolidated, possibly due to eosinophilic macrophage pneumonia. The remainder of the lung appears normal. Select tissues are obtained for histopathology.

**Diagnostician:** Eckhaus, Michael

# Supplementary material for: A murine model lacking Lyst recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype
**Source:** Commun Biol. 2025 Jul 18;8:1064. doi: 10.1038/s42003-025-08482-1
**Supplement:** Supplementary file 8 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Deleted allele sequence

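The paper's lists hold 80 genes for the 3-month forebrain, 48 for the 18-month forebrain, 15 for the 3-month cerebellum and 199 for the 18-month cerebellum, chosen by the authors with DESeq2. Of these, 80, 47, 14 and 199 were tested here, and all had the same direction as in the paper's lists. The median absolute difference in log2 fold change was 0.00807, 0.00485, 0.00684 and 0.00593. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 30, 16, 1 and 107 of the listed genes were DEGs, and with DESeq2's Wald test 74, 48, 14 and 199. Of the listed genes tested, all had an unadjusted p under 0.05 in edgeR. Tnf and Stra6l were DEGs in the 18-month cerebellum and are not in the paper's list. Both were at or under 3 counts in all WT libraries and were at least 4.03-fold and 4.98-fold higher in the libraries labelled ΔLYST-B6 (adjusted p = 0.0420 and 0.0219, same test). Listed genes that were not DEGs in the 3-month forebrain include Arc, with a log2 fold change of 0.81 (adjusted p = 0.0758), and Rgs9, with −0.55 (0.156). In the 18-month cerebellum they include Serpina3n, with 1.99 (0.0613), and Vsnl1, with −0.45 (0.0852).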

**Supplementary Data 2.** Differentially expressed genes from RNA-seq analysis of the forebrain and cerebellum in 3- and 18-month WT and  $\Delta$ LYST-B6 mice.

**Supplemental Data 3.** Gene Ontology (GO) Biological Process (BP) terms that are enriched from RNA-seq analysis of the forebrain and cerebellum in 3- and 18-month-old WT and  $\Delta$ LYST-B6 mice.

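For the 3-month forebrain, the paper lists 6 terms with 23 genes, of which 14 were DEGs here and 21 were higher in the libraries labelled ΔLYST-B6. Under response to organophosphorus, 6 of 8 genes were DEGs, with a median log2 fold change of 0.60. They were Per1, Fos, Dusp1, Jun, Fosb and Junb, and the last 5 of these are also in the list of immediate early genes. For the 18-month cerebellum, the paper lists 98 terms with 129 genes, of which 78 were DEGs and 112 were higher. Under adaptive immune response, 23 of 27 genes were DEGs, with a median of 1.29. Under T cell activation, 17 of 26 were DEGs, with a median of 1.17. All listed genes of these comparisons were DEGs with DESeq2's Wald test. The sizes of the terms in the annotation, which an enrichment test needs, were not used here.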

**Supplemental Data 4a.** Differentially expressed lipid classes.

**Supplemental Data 4b.** Differentially expressed individual lipids.

**Supplemental Data 5.** Source files for figures.

# Supplementary material for: A murine model lacking Lyst recapitulates Chediak-Higashi syndrome with an earlier-onset neurodegenerative phenotype
**Source:** Commun Biol. 2025 Jul 18;8:1064. doi: 10.1038/s42003-025-08482-1
**Supplement:** Supplementary file 9 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | All data analysis and visualization was performed in RStudio. RNA library preparation and standard bulk RNA-sequencing was performed on the Illumina NovaSeq platform. Differential expression was determined using the results() function in the DESeq2 R package. All differentially-expressed genes (adjusted P ≤ 0.05) were then tested for functional enrichment using the WebGestaltR R package. Metascape, an online gene and pathway annotation tool, was also used for comprehensive visualization. Code for Purkinje cell quantification is available at: <a href="https://github.com/mkhapp/Purkinje_Cell_Linear_Density/">https://github.com/mkhapp/Purkinje_Cell_Linear_Density/</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data and accompanying information for the transcriptomic and lipidomic datasets used in this study is publicly available and deposited in Gene Expression Omnibus (GEO accession number GSE266142).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined by resource availability and feasibility of experiments. The sample size of animals for various experiments was deemed sufficient to demonstrate reproducibility of acquired results and to provide sufficient data for calculated power while also considering ethical use and treatment of experimental animals.                                                                                                                                        |
| Data exclusions | Histological images of tissue that were severely damaged in preparation of tissues and slides were excluded from quantification (nerve fibril/Purkinje cells) data analysis. This exclusion was to reduce the influence of artifact and tissue preparation in statistical analysis. During behavioral testing using the balance beam, animals who scooted across the beam were excluded from analysis due to the inappropriate crossing of the beam not accepted by the methodology. |
| Replication     | The qPCR and Western Blot experiments were repeated with consistent results across the tissue types of 3-6 animals per sex/strain. Experiments, including behavioral assays and histological analyses, were repeated in separate trials with consistent results across cohorts of 5-10 animals per sex/strain/age group.                                                                                                                                                             |
| Randomization   | Experimental groups were determined by animal genotype; however, covariates were controlled by using inbred transgenic animals. No official randomization was done.                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Nerve fibril quantification and Purkinje cell quantification was performed by a blinded investigator. Histological imaging of the brain, retina, and blood smear was performed by a blinded investigator. Investigator blinding was not possible for behavioral testing due to the visually distinct phenotypic coat color of the mutant mice.                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

#### Primary Antibodies:

Anti-LYST Rabbit Polyclonal, Atlas Antibodies, HPA055725; Anti-LYST Rabbit Polyclonal, Novus Biologicals, NBP2-56533; Anti-Vinculin mouse monoclonal, Sigma, SAB4200080, clone V284, purified; Anti-LAMP1, Developmental Studies Hybridoma Bank 1D4B; Anti-Calbindin D-28k Rabbit, Swant CB38; Anti-PCP4 Thermo Scientific, PA5-52209; Anti-GFP Chicken polyclonal, Invitrogen, PA1-10004.

#### Secondary Antibodies:

IRDYE 800CW-conjugated donkey anti-rabbit IgG, LI-COR Biosciences, 926-32213; IRDYE 680RD-conjugated donkey anti-mouse, LI-COR Biosciences, 92-68072; Alexa Fluor 488, Invitrogen, A21208; Alexa Fluor Phalloidin 555, Invitrogen, A34055; Alexa Fluor 633, Invitrogen, A11039; Alexa Fluor 555, Abcam, Ab150154; Alexa Fluor 488, Invitrogen, A21070

### Validation

Validation of primary signal from primary antibodies was validated with using no primary antibody (or only secondary antibody). In addition, here are the details of the antibodies used.

Anti-LYST Atlas Antibodies, HPA055725; Affinity was purified using the PrEST-Antigen as affinity ligand and is validated in immunocytochemistry; RRID# AB\_2682898; there are no previous publication using this antibody. Validation in this manuscript is the protein immunoblot of various wildtype and mutant animal tissues and mouse embryonic fibroblasts.

Anti-LYST Rabbit Polyclonal, Novus Biologicals, NBP2-56533 QC tested for reactivity to human LYST with predicted reactivity in mouse of 95%; recommended for immunocytochemistry/immunofluorescence; validated by immunostaining of human cell line HEK 293; no publications affiliated. Validation in this manuscript is the protein immunoblot of various wildtype and mutant animal tissues and mouse embryonic fibroblasts.

Anti-Vinculin mouse monoclonal, Sigma, SAB4200080, clone V284, purified; QC tested reactivity to mouse vinculin; recommended for immunocytochemistry/ western blot; published by the authors in Avalle L et al., Cell Death and Differentiation, 2019; UNSPSC Code: 12352203.

Anti-LAMP1, Developmental Studies Hybridoma Bank 1D4B; QC tested reactivity to mouse LAMP1; recommended for immunofluorescence, immunohistochemistry; cited in 717 publications and published by authors Toledano-Aragoza et al., Cell Death & Disease, 2024; Antibody Registry ID: AB\_528127.

Anti-Calbindin D-28k Rabbit, Swant CB38; QC tested reactivity to mouse Albindin D-28k; published application in immunohistochemistry of paraffinized and frozen sections; cited in 44 publications and published by Soleilhavoup et al, Nature Communications, 2020.

Anti-PCP4 Thermo Scientific, PA5-52209; verified by relative expression, QC tested reactivity to mouse recombinant protein corresponding to Human PCP4; recommended for immunofluorescence/ immunohistochemistry; cited in 4 publications and published by authors Radzicki et al, Hippocampus, 2023; RRID# AB\_2645298.

Anti-GFP, Invitrogen, PA1-10004; verified by relative expression, verified reactivity to mouse recombinant full length human GFAP isotype 1; recommended for immunohistochemistry, immunocytochemistry, western blot; cited in 40 publications and published by authors Sanchez-Petidier et al, Stem Cel Research & Therapy, 2022; RRID# AB\_1074620.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Mouse Embryonic Fibroblasts were derived from wildtype inbred C57Bl/6J (Jackson laboratories, 000664) and inbred mutant  $\square$ LYST-B6 (C57Bl/6J-Lystem1-40mal) embryos. Pregnant mice were euthanized at 15.5 days of gestation, embryos harvested from the uterus, euthanized, and tissues were minced into a slurry and plated in culture with complete Dulbecco's modified Eagle's medium supplemented by 15% fetal bovine serum, 100 IU/mL penicillin, and 100 ug/mL streptomycin. Gender of MEFs used were not determined as these were collected at 15.5 embryonic stage.

### Authentication

The identity of MEFs used was authenticated by genotyping the source animal.

|                                                                      |                                                                                          |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------|
| Mycoplasma contamination                                             | All cell lines tested negative for Mycoplasma contamination prior to use in experiments. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus. The mutant animal line, $\mu$ LYST-B6 (C57Bl/6J-Lystem1-40mal), was generated by electroporation of CRISPR/Cas9 guide RNA to zygotes and surgically implanted into pseudo-pregnant recipient CB6F1 female mice. Founders were screened by PCR and Sanger sequencing and backcrossed to WT C57Bl/6J. Mutant colony was then maintained in a homozygous state.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Wild animals            | The C57Bl/6J strain (#000664) was obtained from Jackson Laboratory, Bar Harbor, ME, USA.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | <p>All adult animal studies for behavioral studies, bleeding assays, platelet analysis, histological analysis, and <math>\sim</math>omics studies utilized male mice because of resource limitation. For molecular validation, including measurement of gene specific RNA expression, equal numbers of male and female mice was utilized. Detailed gender and numbers include the following:</p> <p>Experiments were performed at various ages</p> <ul style="list-style-type: none"> <li><input checked="" type="checkbox"/> Genotyping PCR: 3-month-old mice; 1 mouse per genotype</li> <li><input checked="" type="checkbox"/> qPCR: 3-month-old mice; 6 animals per strain (3 males and 3 females)</li> <li><input checked="" type="checkbox"/> Western blotting: 3-month-old mice</li> <li><input checked="" type="checkbox"/> IHC cerebellum: 18-month-old mice</li> <li><input checked="" type="checkbox"/> IF cerebellum: 3-, 6-, and 12-month-old mice</li> <li><input checked="" type="checkbox"/> EM nerve fibrils: 3-month-old and 24-month-old mice; 3-5 animals per age/strain</li> <li><input checked="" type="checkbox"/> EM platelets: 9-month-old mice</li> <li><input checked="" type="checkbox"/> Blood smears: 6-month-old mice</li> <li><input checked="" type="checkbox"/> Bleeding assay: 3-month-old male mice; 5 animals per strain</li> <li><input checked="" type="checkbox"/> Behavioral: 10 age groups from 6- 15 months of age; 5-21 animals per sex/strain group <ul style="list-style-type: none"> <li>• 6 mo: KO- 7 M + 10 F ; WT- 9 M +10 F</li> <li>• 7 mo: KO- 7 M + 10 F ; WT- 9 M +10 F</li> <li>• 8 mo: KO- 7 M + 10 F ; WT- 9 M +10 F</li> <li>• 9 mo: KO- 9 M + 17 F; WT- 5 M + 16 F</li> <li>• 10 mo: KO- 6 M + 11 F; WT- 9 M + 10 F</li> <li>• 11 mo: KO- 6 M + 11 F; WT- 9 M + 8 F</li> <li>• 12 mo: KO- 11 M + 10 F; WT- 17 M + 14 F</li> <li>• 13 mo: KO- 6 M ; WT- 9 M</li> <li>• 14 mo: KO- 6 M ; WT- 9 M</li> <li>• 15 mo: KO- 6 M ; WT- 9 M</li> </ul> </li> <li><input checked="" type="checkbox"/> Lipidomics: 18-month-old male mice; 3 animals per strain</li> <li><input checked="" type="checkbox"/> Transcriptomics: 3-month-old and 18-month-old male mice; 3 animals per age/strain</li> </ul> |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | Animal studies were done under an approved study protocol, G-14-3, and follow National Institutes of Health and National Human Genome Research Institute Animal Care Use Committee (Bethesda, MD, USA) approved guidelines. Animals were held in an AAALAC-approved Facility.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

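Bulk RNA sequencing of the right forebrain (labelled cortex) and the right cerebellar hemisphere was re-analysed for 12 mice, 3 ΔLYST-B6 and 3 WT at 3 months and 3 ΔLYST-B6 and 3 WT at 18 months, with 1 library per region and animal and 24 libraries in all. The authors deposited a table of whole-number read counts per gene, with 1 column per library and without normalization or a filter on low counts. They made polyA libraries, sequenced them on a NovaSeq instrument and aligned the reads with HISAT2 to mm10. The methods state that read counts were generated using DESeq2, and the annotation is not named in the paper's text. All columns were used. Of the 24 pairs of libraries from the same condition, 0 were identical, and the chi-square per gene between them was 5.82 to 50.1, more than counting error alone gives. Some genes that lie close to a neighbour on the same strand are not listed on their own, among them Apoe and Gng4.

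Genes with low counts were removed with edgeR's filterByExpr (minimum count 10, minimum total 15), libraries were normalized with TMM, and a quasi-likelihood model with robust dispersions was fitted to the 6 libraries of each region and age, with genotype as the only term. Genes were called at a Benjamini-Hochberg adjusted p at or below 0.05, the threshold of the paper. The difference of the genotype effect between regions was tested in the 12 libraries of each age and that between ages in the 12 libraries of each region, as interaction terms of the same model. The tools were edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Group values are TMM-normalized CPM with the SD of 3 libraries. A count of 0 allows up to 3 counts, and these limits cover counting error only. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1.

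In all, 20 gene lists with 233 members were tested, of which 14 have no counts of their own in the table. They were the complement genes named in the paper, other complement genes, homeostatic microglia, disease-associated microglia, interferon response, reactive astrocytes, Purkinje cells, cerebellar granule cells, Bergmann glia, oligodendrocytes, immediate early genes, lysosome, T cells, neutrophils, erythrocytes, choroid plexus, meninges, striatum, female sex and male sex. The complement genes named in the paper had been chosen by the authors on these same libraries. Genes that did not pass the filter on low counts were left out of a list, Cd9 and Ctsd among them. The value of a list is the median over its genes of the difference between the genotypes in mean log2 CPM (prior count 2). Lists were tested two-sided with limma's camera at a preset correlation of 0.01, with fry as a second test and with camera at an estimated correlation, and adjusted over the 76 tests of lists and comparisons. List interactions were adjusted over the lists and the 4 interactions. Gene Ontology annotation was not used.

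Principal components were computed from counts normalized with DESeq2's size factors, on the linear scale and over all genes with a count. The segregation of genotypes was measured as the mean silhouette width on the first and the second component. Clustering used complete linkage on Euclidean distance of scaled log2 CPM. The genes named are those the paper names for RNA sequencing in its text and Table 4, the 5 higher and 5 lower DEGs with the smallest adjusted p among genes whose genotypes did not overlap, the 5 genes with the smallest adjusted p in each interaction, genes of the lists, and up to 5 genes per comparison whose call differed from Supplementary Data 2. Vwf, Kcnab3 and other DEGs follow from this rule, while Cep85, Cyth4, Apoe, Gng4, Tomm40, Zfp389, Fgfbp3 and the comparison of Kpna7 between libraries were chosen after their values were seen.

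The comparisons, the tests of genes and lists, the lists, the rule for named genes and the alternatives were chosen before the data were examined. An exception was the PCA of raw counts, which was added after seeing the data. Tests of explanations in the additional observations were in part chosen after the results were seen, as stated there. The alternatives were DESeq2's size factors in edgeR, DESeq2's Wald test (with its independent filtering at 0.1), limma-voom, no filter beyond a total count of 1, at least 10 counts in every library, all 24 libraries in a single fit, library sizes without the 10 most abundant genes, a block for the replicate number in the sample titles (or for the animal in the tests between regions), and leaving out each library (each animal in the interactions) in turn. For principal components they were log2 CPM, the 500 genes with the largest variance in log2 CPM, the removal of the 10 most abundant genes, and scaling to unit variance. Whether libraries with the same replicate number vary together was checked in 16 pairs of libraries, with r from −0.267 to 0.443 across genes and 5 pairs above 0.1. The numbers pair no animals and most pairs lay under 0.1, so the replicate block was kept as an alternative only.

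The procedure was tested on simulated data with 200 genes changed by a log2 fold change of 1 in 14197 to 14427 genes tested. It recovered 86% to 88% of them, and 8.02% to 9.95% of the calls were false, at most 19 genes, above the nominal 5%. Without any simulated change, at most 1 gene was called. For DESeq2's Wald test, run on 15189 genes, 89.5% to 92.5% were recovered, with 20.3% to 24.2% of the calls false, and limma-voom had 5% to 7.53% false calls. The interaction tests recovered 72% to 72.5% of changed genes. Other splits of the 6 libraries into 3 and 3, of which there are 10 with the real one, were run in the same way, as were 50 groupings for the interactions with age, the real one included. For permutations of gene positions and lengths, 10000 random draws were made.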

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

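The comparisons, the tests of genes and lists and the alternatives named for the processing were set before the data were examined. The other tests in this part were chosen only after the result was seen. The exceptions, chosen beforehand, were those of other splits without a block, of gene length and of neighbours on the opposite strand.

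At 18 months, the genotype effect differed between the regions in 6 genes, all with a higher log2 fold change in the cerebellum. The differences of the 5 genes with the smallest adjusted p were 1.68 for Lpl, 1.27 for Cd68, 1.00 for Mpeg1, 3.33 for Gpnmb and 0.99 for Trem2. Of the 10 splits of the 6 animals, the real one included, 2 gave as many genes, and the largest number in another split was 44. The regions came from the same animals, and with the animal as a block 14 genes passed, 2 of the 10 splits gave as many and another gave up to 61. With 10 splits the share cannot go below 0.1, so they do not decide on a grouping by chance for the number of genes. Lpl passed with the block and in each of the 6 fits that left out 1 animal. With the 12 libraries at 18 months drawn down to the smallest total, 3 of the 6 genes were kept, and 13 of the 14 with the animal as a block. A difference in library size stays open for the fit without the block.

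In the cerebellum, the genotype effect differed between the ages in 23 genes, all higher at 18 months. The 5 genes with the smallest adjusted p differed by 3.86 (Gpnmb), 2.04 (C4b), 3.43 (Lilrb4a), 2.95 (Lyz2) and 2.16 (Cd68). Of 50 groupings of the animals, the real one included, 4 gave as many genes, with up to 858 in another, so a grouping by chance is not excluded for the number of genes. With the libraries drawn down to the smallest total, 18 of the 23 were kept, which argues against a difference in library size as the cause of most of them. These 5 passed in all 12 fits that each left out 1 animal.

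Many of these genes are expressed by microglia, and the disease-associated microglia list was higher in the 18-month cerebellum libraries labelled ΔLYST-B6. More microglia without a change of their state would raise the homeostatic list as far, but its median difference was 0.27 against 1.54. The difference between both list scores was 1.07 to 1.45 in ΔLYST-B6 and −0.07 to 0.12 in WT libraries. A lower share of neurons would raise the other cell types alike, but the oligodendrocyte list was lower, at −0.23. Blood left in the tissue would raise the erythrocyte list, which was at −0.0192. Within the label number that both genotypes carry, the difference of the list score was 1.36, with 1 ΔLYST-B6 library and 2 WT libraries. A single library excludes nothing, so a change in the state of the microglia with genotype cannot be told apart from a difference between the groups of animals that share a number.

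The T cell list had a median difference of 2.12 in the 18-month cerebellum. Of its 12 genes, 5 passed the filter, and all 5 were higher. The erythrocyte list at −0.0192 argues against blood as the source. T cells in the tissue, expression of these genes by other cells and a difference between the groups of animals could each account for it, and the counts do not separate them.

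The Purkinje cell list had a median difference of −0.35 in the 18-month cerebellum, with 0 of 11 genes higher and 0 DEGs, while 4 passed when adjusted over the list alone. Dilution of all neurons by other cells would lower the granule cells as far, but their median was 0.16. Fewer Purkinje cells, which the paper reports from histology, lower expression in them and a difference between the groups of animals all stay open. It was past the threshold with limma's camera (adjusted p = 2.94e-05) and not with fry (0.203).

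Lyst kept ratios of the mean of the libraries labelled ΔLYST-B6 to WT of 1.20 and 1.06 in the 3- and 18-month forebrain and of 0.970 and 0.796 in the 3- and 18-month cerebellum. It was lower in the 18-month cerebellum without overlap of the genotypes, with an adjusted p of 0.0361 in the single fit of all 24 libraries and 0.169 in the fit of 6. If only reads of Lyst were counted and the libraries carried the deletion, the ratio would be near the share of exonic bases that the deletion leaves, 2.92%, but the lowest ratio was 0.796. If only reads of Lyst were counted and labels were exchanged, some libraries would be near that share of the highest, but the lowest library had 0.721 of the highest. With other reads in the count, these values exclude neither an exchange of labels nor a loss of Lyst. Reads of the neighbouring gene Gng4, 5.255 kb away and without a count of its own, may be part of the value. The 1162 genes not listed on their own lay closer to their neighbour on the same strand than the 18977 listed genes, with a ratio of median gaps of 0.200 (permutation test, p = 1e-04, the smallest that 10000 draws give), and not to the neighbour on the opposite strand (1.04, p = 0.639), which is consistent with counts of neighbouring genes being merged. Whether this holds for Lyst cannot be told apart from reads upstream of the deletion or another origin, because the reads were not analysed here. The paper's quantitative PCR found expression at exons 1-2 comparable in brain and absent at exons 52-53.

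The immediate early genes, which the paper does not discuss as a group, were higher at 3 months in the libraries labelled ΔLYST-B6, with a median of 0.72 in the forebrain and 0.53 in the cerebellum. Gene length bias is argued against, since the highest median of 10000 random lists matched on transcript length was 0.161. A state of each animal at tissue collection would make the animals' deviations from their group go together in both regions. Over the 12 animals, they correlated with r = 0.929 (permutation p = 0.00617, adjusted p = 0.105 over 17 lists) and rho = 0.762 (permutation p = 0.0332, adjusted p = 0.282), and r was 0.829 without the 2 animals farthest from the median. This does not pass the adjustment and rests on the 18-month animals (r = 0.989 and rho = 0.943 over 6 animals, exact permutation p = 0.0278, the smallest that 36 permutations give). In the 6 animals at 3 months, r was 0.523 and rho 0.257 (exact permutation p = 0.417), and the deviations reached 0.103 in the forebrain and 0.204 in the cerebellum, below the medians of 0.72 and 0.53. Whether a state shared by all animals of a group at 3 months gave the difference is left open. An effect of the genotype that is kept at both ages would give a small interaction with age, but the median difference between 18 and 3 months in the forebrain was −0.91 (adjusted p = 3.34e-12 with limma's camera and 0.255 with fry). With a group state at either age this cannot be told apart from an effect of age. The groups of animals that share a number in the labels cannot be told apart from the genotypes at 3 months, since 0 numbers were carried by both.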

How the results depend on the processing

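Only the PCA of raw counts was chosen after seeing the data. Where a result changed, the cause was not tested.

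Under DESeq2's Wald test 87 genes passed in the 3-month forebrain (main value 30), 54 in the 18-month forebrain (16), 16 in the 3-month cerebellum (1) and 214 in the 18-month cerebellum (109). The interactions rose to 3 genes for region at 3 months (from 0), 25 for region at 18 months (from 6), 10 for age in the forebrain (from 0) and 52 for age in the cerebellum (from 23). The log2 fold change of Lyst in the 3-month forebrain, 0.27, passed the threshold (adjusted p = 0.0213, range 0.0213 to 0.597). On simulated data this test had more false calls than the main one. Without a filter on low counts, 118 genes passed in the 3-month forebrain, 55 in the 18-month forebrain and 183 in the 18-month cerebellum.

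In a single fit of all 24 libraries, 4 genes passed in the 3-month forebrain, 5 in the 3-month cerebellum and 185 in the 18-month cerebellum. Of the interactions, 1 gene passed for age in the forebrain and 53 for age in the cerebellum, and Lyst in the 18-month cerebellum passed with −0.33 (adjusted p = 0.0361, range 0.0361 to 0.470). With the replicate block, 18 genes passed in the 3-month forebrain, 30 in the 18-month forebrain and 6 in the 3-month cerebellum, and Lyst in the 3-month cerebellum changed from −0.04 to 0.0612. With the animal as a block, 14 genes passed for region at 18 months. The replicate block gave 104 genes in the 18-month cerebellum. It called C1qa, C1qb, C1qc and C4b in the 18-month forebrain, lost C3ar1 in the 18-month cerebellum (adjusted p = 0.0700, range 0.00410 to 0.248) and the disease-associated microglia list in the 3-month forebrain (0.135, range 0.0124 to 0.743), and changed no other call among the 40 results for single genes and 28 for lists that were followed across the alternatives. Over all genes tested, it lost 15 of the 30 DEGs of the 3-month forebrain. With limma-voom, DESeq2's size factors, at least 10 counts in every library or library sizes without the 10 most abundant genes, the number of genes stayed within 1.5 times the main value in all 4 comparisons.

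With fry, 1 list passed in the 3-month forebrain (of 7 with camera), 2 in the 18-month forebrain (of 9) and 5 in the 18-month cerebellum (of 11). With an estimated correlation 0 lists passed in each of the 4 comparisons, and 1, 4, 1 and 5 had an unadjusted p under 0.05. Where 1 list passed, in the 3-month cerebellum, 2 did with DESeq2's size factors and 5 with the replicate block. The silhouette of the 18-month forebrain rose to 0.431 with log2 CPM, and that of the 3-month cerebellum to −0.143 with scaling to unit variance and −0.0678 with raw counts. With the 500 genes of largest variance, 3 of 6 libraries of the 3-month forebrain clustered with their genotype, the lowest number possible.

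Across the 6 fits that each left out 1 library, from 12 to 111 genes passed in the 3-month forebrain, from 9 to 24 in the 18-month forebrain, from 0 to 2 in the 3-month cerebellum and from 53 to 129 in the 18-month cerebellum. The lowest and highest were without ΔLYST-B6 replicate 3 and WT replicate 1, without WT replicate 3 and ΔLYST-B6 replicate 3, without WT replicate 1 or 2 (lowest) and ΔLYST-B6 replicate 2 or WT replicate 3 (highest), and without ΔLYST-B6 replicate 2 and replicate 1. Without WT replicate 1 and 2 in the 3-month cerebellum, where 0 genes passed, 345 and 241 had an unadjusted p under 0.05. For the interactions, where each animal was left out, the ranges were 0 to 0 and 1 to 4 genes for region at 3 and 18 months, 0 to 2 for age in the forebrain and 5 to 29 for age in the cerebellum. Lyst ranged from 0.25 to 0.28 and 0.05 to 0.13 in the forebrain at 3 and 18 months, and from −0.13 to 0.0646 and −0.39 to −0.28 in the cerebellum. It was above 0 in the 3-month cerebellum, at 0.0646 without ΔLYST-B6 replicate 3 and 0.00684 without WT replicate 1. Lists past the threshold ranged from 6 to 8, 9 to 10, 3 to 9 and 9 to 12 in the 3- and 18-month forebrain and the 3- and 18-month cerebellum, the third of these being 1 with all libraries. The silhouettes ranged from 0.0571 to 0.374, −0.242 to 0.0592, −0.244 to −0.138 and 0.107 to 0.387 in the same order.

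Of the 40 results for single genes and 28 for lists, none changed direction under any of these alternatives. The 40 leave out Lyst, which did change direction in the 3-month cerebellum, in a range of −0.13 to 0.0646. In the fits that left out a library, 375 of their values kept their side of the threshold, 26 became weaker and 7 stronger. Under the other alternatives, 357 kept it, 57 became weaker and 18 stronger. Of those that became weaker, 28 were lists under an estimated correlation and 19 lists under fry.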

Differences from the paper's values

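In this part, the PCA of raw counts is the only setting chosen after seeing the values.

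In the 3-month forebrain, 30 genes were DEGs against the paper's 79 in the text and the paper's 80 in Supplementary Data 2. A gap counts here as closed when a number lies within 1.5 times the paper's. DESeq2's Wald test gave 87, the absence of a filter on low counts 118 and the fit without WT replicate 1 111. Each of these closed the gap, and no other alternative set before the data were examined did. They held 74, 66 and 53 of the 80 listed genes. For the 18-month forebrain, 16 genes were DEGs against the paper's 47 in the text and the paper's 48 in Supplementary Data 2. The gap was closed by DESeq2's Wald test with 54 and the absence of a filter with 55, and no other alternative closed the gap. For the 3-month cerebellum, 1 gene was a DEG against the paper's 14 in the text and the paper's 15 in Supplementary Data 2. A number of 16 came from DESeq2's Wald test, and no other alternative closed the gap. For the 18-month cerebellum, 109 genes were DEGs against the paper's 198 in the text and the paper's 199 in Supplementary Data 2. There, DESeq2's Wald test gave 214, the absence of a filter 183 and a single fit of all 24 libraries 185, and no other alternative closed the gap.

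The first component held 45.3% of the variance in the 3-month forebrain, against the paper's value of about 72% in Fig. 6a, read by eye. The 500 genes of largest variance gave 99.2%, and the fits without a library gave 48.9% (ΔLYST-B6 replicate 1), 52.7% (ΔLYST-B6 replicate 2), 50.3% (WT replicate 1), 53.3% (WT replicate 2) and 48.1% (WT replicate 3), all within 1.5 times the paper's value. Raw counts, chosen after seeing the values, gave 71.5%. Of the variance in the 18-month forebrain, the first component held 45.8% against the paper's about 90% in Fig. 6b, read by eye. The 500 genes of largest variance gave 72.4% and raw counts, chosen after seeing the values, 89.8%. The second component held 22.0% against the paper's about 4.3% in Fig. 6b, read by eye. None of the alternatives set before the data were examined closed this gap, and raw counts, chosen after seeing the values, gave 4.33%.

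The paper lists Lmbr1, Kpna7, Cd59b, Npas4 and Fos among the DEGs of the 3-month cerebellum. Here Kpna7 did not pass the filter on low counts, and the other 4 genes were tested and were not DEGs. With DESeq2's Wald test all 5 were called, with adjusted p of 4.38e-07 (Lmbr1), 0.0301 (Kpna7), 7.82e-05 (Cd59b), 0.000569 (Npas4) and 0.000993 (Fos). Lmbr1 was also called in a single fit of all 24 libraries (0.0282) and without ΔLYST-B6 replicate 2 (0.00747). Of the genes in Supplementary Data 2, 74, 48, 14 and 199 were called under DESeq2's Wald test in the 3- and 18-month forebrain and the 3- and 18-month cerebellum. Serpina3n, Vsnl1, Mir682, Soga1 and Cacna1e are DEGs of the 18-month cerebellum in the paper, and here their adjusted p were 0.0613, 0.0852, 0.101, 0.0590 and 0.0659. For the 18-month forebrain the paper lists C1qa, C1qb, C1qc, C4b and B2m, with adjusted p of 0.162, 0.0853, 0.120, 0.212 and 0.0528 here. These 5 were called with DESeq2's Wald test, and the first 4 also with the replicate block, which gave 30 genes there. C1qa was called without ΔLYST-B6 replicate 3, C1qb without a filter or without ΔLYST-B6 replicate 1, and C1qc without ΔLYST-B6 replicate 1 or 2. C4b was called with limma-voom, in a single fit of all 24 libraries and without ΔLYST-B6 replicate 2 or 3.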

Other observations

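Apart from the PCA of raw counts, the tests of genes and lists and the alternatives named for the processing were set beforehand. The other tests in this part were chosen only after the result was seen. The exceptions, chosen beforehand, were those of other splits of the libraries, of library size and of variants beside the deletion.

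Of the 10 splits of the 6 libraries of each comparison, the real split included, 1 gave at least as many DEGs in the 3-month forebrain, 2 in the 18-month forebrain, 1 in the 3-month cerebellum and 1 in the 18-month cerebellum. The largest numbers in other splits were 1, 92, 0 and 42. As many lists passed in 4, 4, 9 and 2 of the 10 splits. For the interactions, the real grouping is also included. For that with region, 2 of 10 groupings gave at least as many genes at 18 months, and for that with age 4 of 50 in the cerebellum. Where 0 genes passed, any grouping gives as many, 10 of 10 for region at 3 months (555 genes with an unadjusted p under 0.05, and 594 with the animal as a block) and 50 of 50 for age in the forebrain (952). With 3 libraries against 3 the share cannot go below 0.1. In the 18-month forebrain, the split with 92 grouped ΔLYST-B6 replicates 1 and 3 with WT replicate 2.

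With all libraries drawn down to the smallest total of their comparison, 24 of 30 DEGs were kept in the 3-month forebrain, 16 of 16 in the 18-month forebrain, 1 of 1 in the 3-month cerebellum and 96 of 109 in the 18-month cerebellum. A difference in library size between the groups is argued against as the cause of most calls.

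The 30 DEGs of the 3-month forebrain had a median of 0.0547 at 18 months in the direction of 3 months, against 0.72 at 3 months, and 16 of 30 kept their direction. Of the 30, 14 are immediate early genes. The mean over the other 16 genes, in the direction of 3 months, differed by 0.75 between the genotypes at 3 months, and at 18 months even the highest ΔLYST-B6 library lay only 0.24 above the lowest WT library. This argues against an effect of the genotype kept at both ages at a similar size for these 16 as a set, which were chosen at 3 months. For the 14 immediate early genes the same value was 0.64 against 0.74, and such an effect stays open. For the interaction with age in the forebrain 0 genes passed (952 with an unadjusted p under 0.05), 10 did with DESeq2's Wald test, Btaf1, Pik3c3, Ide and Lmbr1 among them, and Btaf1 did in a single fit of all 24 libraries. Within 1 Mb of each other lay 2 pairs of DEGs, Btaf1 with Ide and Ier2 with Junb, where random genes gave a mean of 0.695 pairs (permutation p = 0.145, adjusted p = 0.175). Segments of another strain's genome, since the founder came from 129S1/SvImJ females and C57BL/6J males, may be carried by some animals and cannot be told apart from chance with so few pairs. Fgfbp3, a neighbour of Btaf1 and Ide on chromosome 19, was chosen after its values were seen. At 3 months in the cerebellum, Btaf1, Ide and Fgfbp3 had log2 fold changes of −0.46, −0.67 and −0.88, and Btaf1 was higher at 18 months, by 0.72 in the forebrain and 0.61 in the cerebellum. Ide and Fgfbp3 passed for the interaction with age in the cerebellum, with 1.13 and 1.40 (adjusted p = 0.0392 and 0.0239, edgeR's quasi-likelihood test). Btaf1 had 1.06 there and did not pass (0.143, same test). In Kpna7, 2 of 3 WT animals at 3 months had 9.16 and 14.7 CPM in the cerebellum and the third 0.0747 CPM. Of the DEGs of the 4 comparisons, 0 lay within 10 Mb of the deletion, where 0.672 would be expected (Fisher's exact test, p = 1), and with DESeq2's Wald test 2 did, Lyst and Zfp389. With so few expected, a 0 leaves passenger variants beside the deletion open.

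In the 3-month forebrain, the meninges list was higher (median 0.69, 11 of 11 genes, adjusted p = 1.06e-06 with limma's camera and 0.316 with fry) and the striatum list lower (−0.24, 0 of 9 higher, 8.74e-05 and 0.203). Dissection that differed between the animals could give this, since the meninges score differed by 0.44 between libraries of ΔLYST-B6 and by 0.76 between those of WT, against a difference of means of 0.63. It cannot be told apart from a difference between the genotypes with 3 animals each.

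The remaining lists gave these medians. At 18 months in the cerebellum, the choroid plexus list had −1.51 (0 of 9 higher, adjusted p = 0.000149 with camera and 0.481 with fry), the oligodendrocytes −0.23 (0.0243 and 0.635) and the striatum −0.28 (0.0302 and 0.481). In the forebrain of that age, the choroid plexus list had −0.40 (0.115). The granule cell list had 0.16, 0.09, −0.18 and 0.16 in the 3- and 18-month forebrain and the 3- and 18-month cerebellum, the Bergmann glia list 0.11, 0.06, −0.01 and −0.05, the erythrocyte list 0.38, 0.18, −0.00286 and −0.0192, and the male sex list −0.11, 0.06, 0.16 and 0.02. The female sex list was tested at 18 months only and had −0.33 in the forebrain and 0.59 in the cerebellum. The neutrophil list had 0.74 in the 18-month forebrain and −0.05 in the 3-month cerebellum. These lists did not pass camera in those comparisons, except where their adjusted p is given as below 0.05.

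The first component of raw counts followed the library totals, with r = 0.991 in the 3-month forebrain, 0.998 in the 18-month forebrain, 0.998 in the 3-month cerebellum and 0.995 in the 18-month cerebellum over 6 libraries (exact permutation test, p = 0.00278, 0.00139, 0.00278 and 0.00139, adjusted p = 0.00556 each over 8 correlations). The rho were 0.943, 1, 0.943 and 1 (exact permutation p = 0.0167, 0.00278, 0.0167 and 0.00278, adjusted p = 0.0333, 0.0111, 0.0333 and 0.0111). Without the 2 libraries farthest from the median, r was 0.967, 0.996, 0.978 and 0.986. With normalized counts, r was 0.223, 0.691, 0.570 and 0.582.

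The DEGs of the 18-month cerebellum lay in 42 pairs within 1 Mb of each other, against a mean of 9.36 for random genes (permutation p = 1e-04, the smallest that 10000 draws give, adjusted p = 0.0003). The neighbours C1qa, C1qb and C1qc are among them.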
